# Increased glucose availability sensitizes pancreatic cancer to chemotherapy

**DOI:** 10.1038/s41467-023-38921-8

**Published:** 2023-06-28

**Authors:** Ali Vaziri-Gohar, Jonathan J. Hue, Ata Abbas, Hallie J. Graor, Omid Hajihassani, Mehrdad Zarei, George Titomihelakis, John Feczko, Moeez Rathore, Sylwia Chelstowska, Alexander W. Loftus, Rui Wang, Mahsa Zarei, Maryam Goudarzi, Renliang Zhang, Belinda Willard, Li Zhang, Adam Kresak, Joseph E. Willis, Gi-Ming Wang, Curtis Tatsuoka, Joseph M. Salvino, Ilya Bederman, Henri Brunengraber, Costas A. Lyssiotis, Jonathan R. Brody, Jordan M. Winter

**Keywords:** Cancer metabolism, Cancer microenvironment, Cancer therapy

## Abstract

Pancreatic Ductal Adenocarcinoma (PDAC) is highly resistant to chemotherapy. Effective alternative therapies have yet to emerge, as chemotherapy remains the best available systemic treatment. However, the discovery of safe and available adjuncts to enhance chemotherapeutic efficacy can still improve survival outcomes. We show that a hyperglycemic state substantially enhances the efficacy of conventional single- and multi-agent chemotherapy regimens against PDAC. Molecular analyses of tumors exposed to high glucose levels reveal that the expression of GCLC (glutamate-cysteine ligase catalytic subunit), a key component of glutathione biosynthesis, is diminished, which in turn augments oxidative anti-tumor damage by chemotherapy. Inhibition of GCLC phenocopies the suppressive effect of forced hyperglycemia in mouse models of PDAC, while rescuing this pathway mitigates anti-tumor effects observed with chemotherapy and high glucose.

## Abstract (web summary)

Response to chemotherapy in patients with pancreatic ductal adenocarcinoma (PDAC) is often limited. Here, the authors report improved response to chemotherapy in PDAC patients with hyperglycaemia and investigate the underlying mechanism via glucose-mediated disruption of redox metabolism

## Introduction

Approved multi-agent chemotherapy regimens offer a marginal advance over single-agent treatments, and resistance to these cocktails virtually always develops^1,2^. Specifically, FOLFIRINOX (FFX; folinic acid, 5-FU (5-fluorouracil), irinotecan, and oxaliplatin) or a doublet of gemcitabine plus albumin-bound (nab) paclitaxel confers a median survival benefit of roughly 4-month over single-agent gemcitabine^3,4^. The overall median survival of patients with metastatic pancreatic cancer in the modern era is just 8–11 months, and the five-year survival rate is around 3%^5^. The relative ineffectiveness of standard chemotherapy (standard of care; SOC) in pre-clinical murine PDAC models also mirrors these poor patient outcomes^6,7^.

In light of the fact that targeted agents and immunotherapeutics have failed to positively impact patients with PDAC, chemotherapy, therefore, remains the mainstay of treatment. Strategies designed to increase the potency of available chemotherapy agents are an attractive, yet relatively understudied investigative approach^8^. For instance, a consortium of leading PDAC foundations in North America is co-sponsoring a phase II randomized trial (PASS-01) to identify predictive markers that select patients for the optimal chemotherapeutic regimen (NCT04469556). The identification of readily available, safe, and effective adjuncts to enhance the activity of existing chemotherapies may also improve patient survival, and perhaps avoid the financial, technical, and regulatory challenges associated with the development of new compounds.

One possible reason for the poor anti-tumor activity of chemotherapy is that pancreatic tumors are extremely desmoplastic^9^. This pathologic feature is associated with low microvascular density^6,10^, tissue hypoxia^11^, and steep nutrient gradients^12–14^. To thrive under such harsh conditions, cancer cells require specific molecular adaptations, including enhanced utilization of alternative energy substrates^15–18^, optimized mitochondrial function^14,19^, and improved handling of reactive oxygen species^14,20^. Our group previously demonstrated that an RNA-binding protein, HuR (ELAVL1), translocates from the nucleus to the cytoplasm under acute metabolic stress, such as glucose or glutamine withdrawal. In this context, HuR supports key survival pathways^21^. Additionally, these adaptive mechanisms lead to acquired chemoresistance^21,22^. Due to the acute stress response, including the HuR pro-survival network, chemotherapy actually becomes less effective under nutrient-deprived, PDAC-associated conditions. Chemoresistance under nutrient withdrawal is reproducibly apparent in cell culture PDAC models^21^. Consistent with these observations, patients receiving chemotherapy experienced worse survival after surgery when their peripheral glucose levels were in the normal range (i.e., which translates to an especially nutrient-deprived microenvironment and chemoresistance), as compared to hyperglycemic patients, which harbor tumors with relatively higher levels of ambient glucose^21^. These observations collectively suggest that serum glucose levels are associated with chemotherapy response. For example, elevated serum glucose predicts chemo-sensitivity. This invites an intriguing question: can intentional or forced hyperglycemia be leveraged to sensitize PDAC to chemotherapy? Herein, we test this hypothesis, and further, attempt to elucidate the molecular underpinnings of hyperglycemia-associated chemo-sensitization in order to expose therapeutic targets.

## Results

### Increased survival rate in PDAC patients with diabetes compared to patients without diabetes

We first validated a prior retrospective clinical study by our group performed on a cohort of patients with localized PDAC^21^. In the present series, we examined the impact of glycemic status on an independent group of patients with metastatic PDAC. Approximately 33% of patients in a single-institution experience presented with elevated glucose levels (at least one glucose reading above 200 mg/dL), consistent with historical populations^23^. There were no appreciated demographic differences between normal and high glucose patients (Supplementary Table 1). A greater proportion of patients in the high glucose group carried an established or documented clinical diagnosis of diabetes mellitus at the time of PDAC diagnosis, as compared to the normal glucose group (56.2% vs. 14.8%, *P* < 0.001). Median glucose levels pre-diagnosis (137 vs. 105 mg/dL, *P* < 0.001) and during treatment (158 vs. 109 mg/dL, *P* < 0.001) were higher among patients in the high glucose group. The median CA 19-9 level, a prognostic marker commonly used to reflect disease burden and PDAC aggressiveness, was similar between groups at diagnosis, although it actually trended towards a higher value in the high glucose group (2439.5 U/mL high glucose vs 1294.5 U/mL normal glucose, *P* = 0.224). First-line chemotherapy regimens were similar as well, with the majority of patients in the entire cohort receiving multi-agent standard-of-care regimens (*P* = 0.881). The median overall survival among all patients who completed at least two cycles of chemotherapy was approximately 9.8 months in the overall cohort (IQR: 6.3, 14.9 months), which is on par with historical clinical trial data^3,4^. Multivariable Cox proportional hazards regression demonstrated that patients in the high glucose level cohort had a relatively greater survival, despite a higher CA19-9 level, as compared to patients in the normal glucose group (HR = 0.61, 95% CI 0.41–0.92, *P* = 0.02) (Fig. 1a). Notably, no associated survival difference was observed based on glucose levels in an independent cohort of metastatic patients who did not receive treatment (HR = 0.99, 95% CI 0.64-1.53, *P* = 0.97) (Fig. 1b), suggesting that the interaction with glycemic status may be present only for patients who receive chemotherapy. Medical comorbidities, performance status, site of metastatic disease, CA 19-9 value at diagnosis, the total number of chemotherapy cycles, and chemotherapy regimen are provided, and do not reveal any obvious confounders (Supplementary Table 2). Paired with prior cell culture and clinical data^21^, these data indicate that a high-glucose state sensitizes PDAC to conventional chemotherapy.

**Fig. 1:**
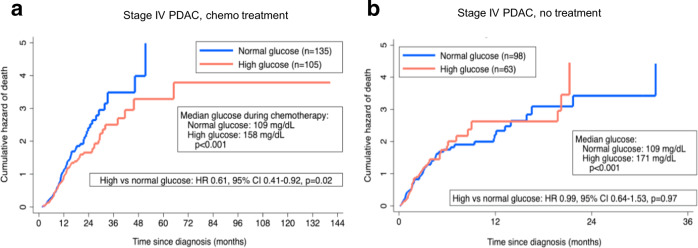
Enhanced chemotherapy response with hyperglycemia in patients with stage IV PDAC. Nelson-Aalen cumulative hazard curves of patients with metastatic PDAC, stratified by glycemic status among patients who received ≥ 2 cycles of chemotherapy (**a**) and those who did not receive any treatment (**b**). Patients’ data are provided in the Source Data file.

### Hyperglycemia augments chemo-efficacy in pre-clinical PDAC models

We followed up on these findings with a series of controlled studies in various mouse PDAC models of hyperglycemia. First, we induced hyperglycemia pharmacologically using streptozotocin (STZ)^24^. This drug chemically ablates β-islet cells in the pancreas to induce pancreatogenic diabetes. Since this model results in extremely elevated and debilitating glucose levels, titration to non-toxic levels of hyperglycemia was necessary with daily injections of long-acting insulin glargine (Supplementary Fig. 1a). In separate experiments, hyperglycemia was also induced in independent experimental arms through dietary changes. Specifically, mice were allowed to consume 30% dextrose water (D30) *ad libitum*. We previously validated this hyperglycemic model in a flank xenograft model through serial peripheral glucose monitoring, along with elevated intra-tumoral glucose measurements^14^. Peripheral glucose levels and mouse weights associated with each hyperglycemic model are provided here for validation (Fig. 2a, b, and Supplementary Fig. 1b, c), and demonstrate increased peripheral glucose levels with stable body weights, as seen in our prior studies^14^. PDAC xenografts in hyperglycemic nude mice exhibited greater sensitivity to single-agent chemotherapy in the two independent models of forced hyperglycemia (Fig. 2c and Supplementary Fig. 1d, 2). As observed previously with patients in the absence of chemotherapy (Fig. 1b), no significant differences in growth rates were observed with forced hyperglycemia in the vehicle-treated mice (black and red curves in Fig. 2c and Supplementary Fig. 1d, 2). Consistent with results from MiaPaCa-2 xenografts, patient-derived xenografts were also more responsive to chemotherapy in hyperglycemic mice (Fig. 2d). In this instance, a multi-agent cocktail was tested to simulate the preferred multi-agent regimen used for PDAC patients (FOLFIRINOX)^3^.

**Fig. 2:**
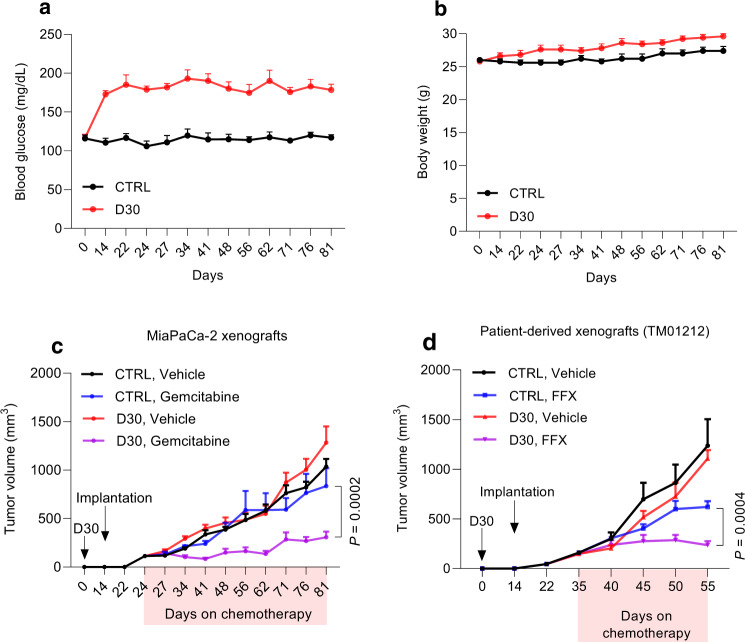
High-glucose diet in mice improves conventional chemotherapy response. **a, b**, Peripheral glucose levels (**a**) and body weights (**b**) of nude mice receiving normal or D30 water. Each dot represents the mean of weekly measurements of blood glucose per group (*n* = 5 mice per group). **c**, Xenograft growth of MiaPaCa-2 cells treated with gemcitabine (*n* = 5 mice per group, 75 mg/kg twice weekly, i.p.)**. d**, Patient-derived xenograft (TM01212) treated with FOLFIRINOX (*n* = 5 mice per group, oxaliplatin 5 mg/kg, 5-FU 25 mg/kg, and irinotecan 50 mg/kg, once weekly, i.p.). Data are provided as mean ± s.e.m. Longitudinal mixed models were fit for tumor size growth, and time by treatment interactions were assessed (**c, d**). Source data are provided as a Source Data file.

Similar to the case with flank xenografts^14^, providing D30 water to C57BL/6 J immunocompetent mice increased peripheral blood glucose and intra-tumoral glucose levels relative to normoglycemic mice (Fig. 3a, b). We tested for metabolic effects of forced hyperglycemia on chemotherapy response and observed substantial changes after the dietary intervention. For instance, there was an increase in fatty acids in tumors in the hyperglycemic group. On the other hand, a significant reduction in the abundance of glycolytic and TCA (tricarboxylic acid) cycle-associated metabolites were present in tumors exposed to higher glucose (Fig. 3c, d). In these tumors, principal component analysis (PCA) also revealed a global change in the transcriptome with hyperglycemia (Fig. 3e), reflected by 1843 differentially expressed genes (Fig. 3f). 

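KPC K8484 cells, a murine pancreatic cancer line, were grown as orthotopic tumors in the pancreas of immunocompetent C57BL/6 mice. RNA was sequenced from 5 tumors of normoglycemic mice that drank regular water (CTRL) and from 5 tumors of mice that drank 30% dextrose water (D30) for 14 days. The libraries were strand-specific and were read in pairs, which the authors trimmed and aligned with STAR, against hg38 according to the methods. The deposited table lists mouse Ensembl gene identifiers, and the paper's text does not name the gene annotation or whether reads were counted by strand. The authors deposited normalized counts for 55359 genes, that is, the reads of each gene divided by 1 size factor per tumor, and each value came out as a whole number of reads once that factor was undone. The recovered reads numbered 29915331 to 42122304 per CTRL tumor, with a median of 35219316. They numbered 29192261 to 37126175 per D30 tumor, with a median of 32975001. The number of genes with at least 1 read was 24200 to 25912 in CTRL tumors and 20482 to 24716 in D30 tumors, and the lowest value belonged to the D30 tumor in column T5 of the table. Columns carry a letter for the group and a number, and tumors are named by their column since they could not be matched to single animals. The 24560 genes with a mean normalized count of at least 1 were tested on the scale of log2(normalized count + 1) with limma's moderated test and a mean-variance trend. P values were adjusted by the Benjamini-Hochberg method, and a gene was called differentially expressed at an adjusted p under 0.05. Fold changes on this scale understate the change of genes with few counts. Gene names and positions were taken from GENCODE M21 (GRCm38), which held 94.1% of the identifiers once their version numbers were dropped.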

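In a PCA of the 500 genes with the highest variance, PC1 held 41.0% of the variance and PC2 22.4%. All CTRL tumors had negative scores on PC1, from -45.7 to -12.1, and all D30 tumors had positive scores, from 15.9 to 53.3 (two-sided exact permutation test, p = 0.00794, the smallest that 5 tumors against 5 allow). Scores on PC2 did not separate the groups (exact permutation test, p = 0.802). PC1 held 29.0% of the variance when all tested genes were used, the largest move among the alternatives. Over all tested genes, the distances between groups exceeded those within groups by a pseudo-F of 2.33, which no other assignment of the labels reached apart from its mirror (exact permutation test, p = 0.00794).
In total 678 genes were differentially expressed, 344 higher and 334 lower in D30 tumors, and 4258 genes had an unadjusted p under 0.05. The split depended on the scaling and the test. With tumors scaled by library size alone the number of differentially expressed genes was 867, 240 higher and 627 lower, and with edgeR and DESeq2's size factors 454 of 708 were higher. The groups did not overlap for 1521 tested genes, 6.19% of them, where chance gives 0.794%. The number of calls varied with the tumors and the test. It was 279 without the CTRL tumor in column N2, 1573 without the D30 tumor in column T4, and 1842 with DESeq2 on the recovered reads, 663 of which were also among the 678.
Among called genes with a mean of at least 10 normalized counts and no overlap between groups, Muc3 (chromosome 5, 137134922 to 137149322) rose most. It had 30.2 ± 9.42 normalized counts (SD, n = 5) in CTRL tumors and 2980 ± 2820 (SD, n = 5) in D30 tumors, with values from 208 to 7685 across the D30 tumors. Its log2 fold change was 5.92 (standard error 0.719, adjusted p = 0.00146 from limma with Benjamini-Hochberg adjustment). Naip1 followed with a log2 fold change of 5.40, although reads of this gene can be shared with its close paralogs. Themis3 was at or under 3 reads in every CTRL tumor, so that its mean in D30 tumors was at least 34.8-fold higher. The D30 tumor in column T5 had only 2.3 normalized counts, however, barely above the highest CTRL value of 2.1. At this floor T5 is not told apart from the CTRL tumors for Themis3. Rnf186 rose by 4.81 and Lypd3 by 4.58 on the log2 scale. For Lypd3, the CTRL tumor in column N4 had 12.8 normalized counts where the others had at most 0.9, and the D30 tumor in column T4 had 214 where the others had at most 38.9. Prl (chromosome 13, 27057570 to 27065205), which encodes prolactin, fell most, from 1147 ± 747 normalized counts (SD, n = 5) to 4.03 ± 5.88 (SD, n = 5). Its adjusted p was 0.000530 from limma with Benjamini-Hochberg adjustment, and it overlaps the annotated gene Gm47888. Il2ra fell from 184 to 7.58 normalized counts and Gm14124 from 98.8 to 1.37. The neighbouring H2al2a and Gm13329 on chromosome 2 had no read in any D30 tumor and were at least 14.7-fold and 13.2-fold lower. Reads of both are uncertain, since H2al2a belongs to a multigene family and Gm13329 is a processed pseudogene. From the separation of the groups in the PCA and the number of differentially expressed genes, the paper concludes that hyperglycemia changed the transcriptome of these tumors globally.

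**Figure D1:**
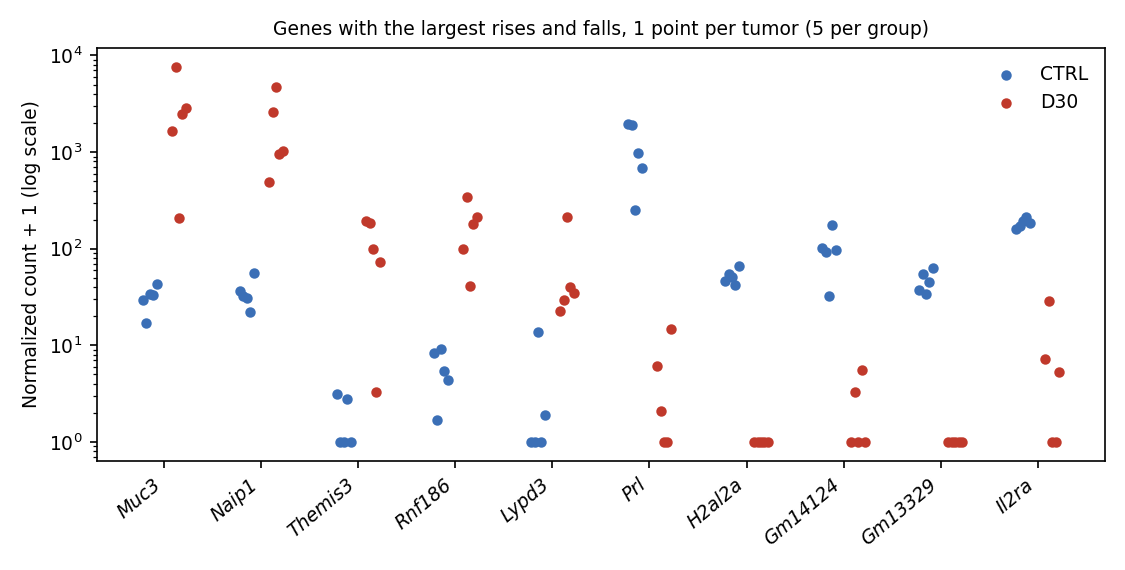
Normalized counts plus 1, on a log axis, of the 5 genes with the largest rise and the 5 with the largest fall, with 1 point per tumor (5 CTRL tumors in blue, 5 D30 tumors in red). For each gene the groups do not overlap, but for Themis3 the highest CTRL tumor has 2.1 normalized counts and the D30 tumor in column T5 has 2.3. Muc3 lies between 208 and 7685 normalized counts in the D30 tumors, and H2al2a and Gm13329 have no read there.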

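Genes of fatty acid synthesis, fatty acid metabolism and adipogenesis were compared between the same tumors as lists compiled by hand before the data were examined, since the members of the gene sets used for Fig. 3g were not at hand. A list was tested against all other genes with limma's camera at a preset correlation between genes of 0.01, and p values were adjusted over 5 lists. The 78 genes of fatty acid metabolism had a median log2 fold change of 0.19, with 54 higher and 24 lower in D30 tumors (camera, adjusted p = 0.00542). With the correlation estimated from the data in place of the preset value, the adjusted p of this list was 0.651, and under fry, a rotation test, it was 0.416, so that the call held under neither. Under fgsea, a rank-based test on the signal-to-noise ratio, the adjusted p of the fatty acid metabolism list was 0.00292. The mean expression of the list per tumor overlapped between the groups (exact permutation test, p = 0.119). The median was 0.10 without the D30 tumor in column T4. With tumors scaled by library size alone, the median of the list was -0.03, where the median of all tested genes moved from -0.07 to -0.27. Of single genes in this list, Hsd17b4 passed the threshold (chromosome 18, 50128201 to 50196269). It had 3692 ± 205 normalized counts (SD, n = 5) in CTRL tumors and 2399 ± 281 (SD, n = 5) in D30 tumors, a log2 fold change of -0.63 (standard error 0.155, adjusted p = 0.0497 from limma with Benjamini-Hochberg adjustment). No gene of the list passed when p values were adjusted over the list alone, and 11 had an unadjusted p under 0.05.
The 32 tested genes of fatty acid synthesis had a median log2 fold change of -0.15, with 9 higher and 23 lower (camera, adjusted p = 0.385). Without the D30 tumor in column T5 the median was -0.06, and with library-size scaling alone it was -0.38. None of these genes passed the threshold over all genes or over the list alone, and 1 had an unadjusted p under 0.05. The 56 genes of adipogenesis had a median log2 fold change of 0.03, with 29 higher and 27 lower (camera, adjusted p = 0.302), and the median was -0.19 with library-size scaling alone, 0.10 without the CTRL tumor in column N4 and -0.03 without N1. In this list Dgat2, which encodes the enzyme of the last step of triacylglycerol synthesis, rose from 1117 ± 361 normalized counts (SD, n = 5) to 2456 ± 764 (SD, n = 5), a log2 fold change of 1.15 (standard error 0.263, adjusted p = 0.0340 from limma with Benjamini-Hochberg adjustment). Ucp2 rose from 7066 ± 1410 (SD, n = 5) to 17430 ± 6974 (SD, n = 5), a log2 fold change of 1.22 (standard error 0.283, adjusted p = 0.0359 from the same limma test), and it overlaps the annotated gene Dnajb13. Without the CTRL tumor in column N2 the adjusted p values were 0.114 for Dgat2, 0.120 for Ucp2 and 0.148 for Hsd17b4. The adipogenesis genes were highest in the CTRL tumor in column N4, whose mean log2 expression lay 0.62 above the mean of all tumors, where the other CTRL tumors lay between -0.24 and -0.09.

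**Figure D2:**
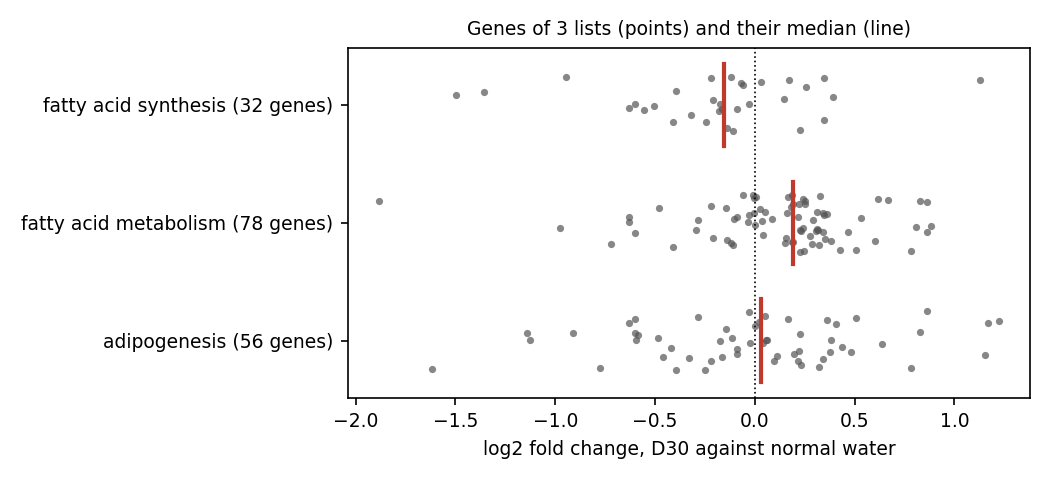
Log2 fold change (D30 against CTRL) of each tested gene of the 3 lists, 1 point per gene, with the median of the list as a red line. The medians are -0.15 for fatty acid synthesis, 0.19 for fatty acid metabolism and 0.03 for adipogenesis, and genes of each list lie on both sides of 0; with tumors scaled by library size alone the median of fatty acid metabolism is -0.03 and that of adipogenesis -0.19.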

Similar to metabolite studies, these analyses demonstrated that fatty acid synthesis-related pathways were upregulated in tumors of mice in the D30 group (Fig. 3g and Supplementary Fig. 3a).

**Fig. 3:**
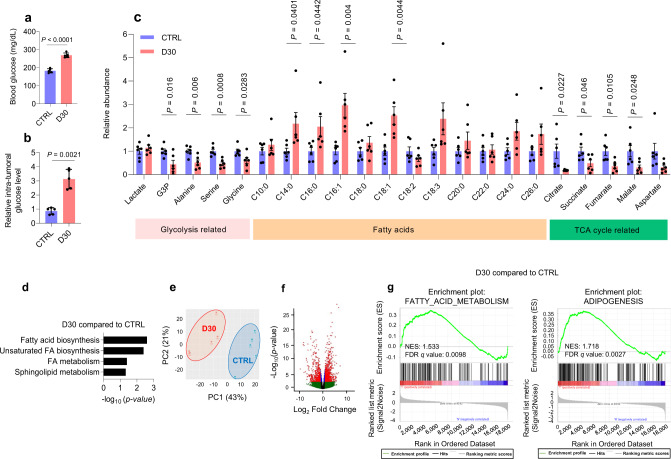
Hyperglycemia enhances fatty acid accumulation in pancreatic tumors. **a**, Peripheral glucose levels in C57BL/6 J mice receiving D30 water or normal water (*n* = 5 mice per group). **b–d**, Relative abundance of glucose (**b**, *n* = 5 mice per group), other metabolites (**c**, *n* = 6 orthotopic tumors per group), and enriched pathways derived from metabolomic analyses (**d**, *n* = 6 orthotopic tumors per group) in murine KPC orthotopic tumors after D30 water consumption, as compared to tumors in normoglycemic mice consuming regular water for 14 days. **e**–**g**, Principal component analysis (**e**) and volcano plot (**f**) derived from transcriptomic analyses, and GSEA of genes associated with fatty acid synthesis (**g**) in KPC orthotopic tumors under the indicated conditions (*n* = 5 orthotopic tumors per group). FDR-adjusted *p* value (q values) are provided. Data are provided as mean ± s.d. (**a,** **b**) or mean ± s.e.m. (**c**). Pairwise comparisons were conducted using two-tailed, unpaired Student’s *t*-tests. Source data are provided as a Source Data file.

While the implications of these metabolic differences on chemo-response are unclear, these experiments provide important validation that hyperglycemia alters the metabolic state within tumors. 

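Genes of the mitotic spindle and of DNA replication were examined in the transcriptomes of the CTRL and D30 tumors, again as lists compiled by hand. The 61 mitotic spindle genes had a median log2 fold change of -0.29, with 5 higher and 56 lower in D30 tumors (camera, adjusted p = 0.00438 over 5 lists). The call did not hold with an estimated correlation (adjusted p = 0.651) or under fry (adjusted p = 0.416), and it held for the mitotic spindle list under the rank-based fgsea (adjusted p = 0.000509). It also did not hold without the D30 tumor in column T5, where camera gave an adjusted p of 0.171 and the median was -0.15. With tumors scaled by library size alone the median was -0.51. Mean expression of the list per tumor overlapped between the groups (exact permutation test, p = 0.222), with deviations from the mean of all tumors of -0.27 to 0.36 in CTRL and -0.65 to 0.47 in D30. No mitotic spindle gene passed the threshold over all genes or over the list alone, and 5 had an unadjusted p under 0.05. Kif20a had the smallest p value of the list. It had 1336 ± 191.9 normalized counts (SD, n = 5) in CTRL tumors and 844 ± 234 (SD, n = 5) in D30 tumors, a log2 fold change of -0.69 (standard error 0.212, adjusted p = 0.110 from limma with Benjamini-Hochberg adjustment). The CTRL tumor in column N5 had 1003 normalized counts of Kif20a where the other CTRL tumors had at least 1369.
The 55 DNA replication genes had a median log2 fold change of -0.15, with 17 higher and 38 lower (camera, adjusted p = 0.206), and the median was 0.03 without the tumor in column T5. With library-size scaling alone the median was -0.37 and the adjusted p 0.0306, and the adjusted p was also under the threshold without N5 (0.0188), T1 (0.0316) or T4 (0.0326). No gene of this list passed the threshold over all genes or over the list alone, and 4 had an unadjusted p under 0.05. The smallest p value belonged to Dbf4, which had 1312 ± 164 normalized counts (SD, n = 5) in CTRL tumors and 902 ± 118 (SD, n = 5) in D30 tumors, with an adjusted p of 0.128 from limma with Benjamini-Hochberg adjustment.

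**Figure D3:**
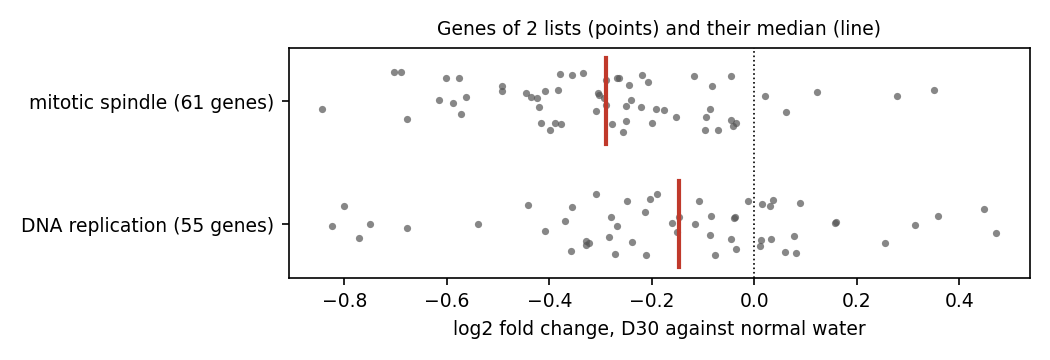
Log2 fold change (D30 against CTRL) of each gene of the mitotic spindle and DNA replication lists, 1 point per gene, with the median of the list as a red line. The median is -0.29 for the 61 mitotic spindle genes, of which 56 are lower in D30 tumors, and -0.15 for the 55 DNA replication genes, of which 38 are lower; without the tumor in column T5 the median of DNA replication is 0.03.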

Since growth was not affected in the absence of chemotherapy (Fig. 2c, d), it is not surprising that gene set enrichment analyses and Ki-67 immunostaining also did not reveal a significant change in mitotic spindle assembly or DNA replication in high-glucose tumors (Supplementary Fig. 3b-d).

### Hyperglycemic state negatively regulates de novo glutathione biosynthesis in PDAC

Chemotherapeutic agents are known to be potent ROS inducers^21,25,26^. 

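Among genes of redox metabolism, Gclc (chromosome 9, 77754535 to 77794485) encodes the catalytic subunit of glutamate-cysteine ligase. It had 14380 ± 3185 normalized counts (SD, n = 5) in CTRL tumors and 7101 ± 665 (SD, n = 5) in D30 tumors. The log2 fold change was -0.996 (standard error 0.185, adjusted p = 0.0127 from limma with Benjamini-Hochberg adjustment). Every CTRL tumor, with at least 10850 normalized counts, exceeded every D30 tumor, with at most 7990 (two-sided exact permutation test, p = 0.00794). With each tumor left out in turn, the log2 fold change stayed between -1.09 and -0.88. Without the CTRL tumor in column N2 the adjusted p was 0.0501, and with DESeq2 it was 3.48e-05.
A list of 49 redox genes was fixed before the data were examined and holds the 12 genes of Fig. 4a, which the study picked from these samples. Of the 49 genes, 30 were higher and 19 lower in D30 tumors, with a median log2 fold change of 0.17, which was -0.05 with tumors scaled by library size alone. Ndufa6, Pdlim1 and Gclc passed the threshold over all genes tested, and 8 genes passed adjusted over the list alone, 7 higher and 1 lower. With the 12 picked genes in the list, the count over the list alone is not independent evidence. With DESeq2, 9 of the 49 genes passed over all genes. Without the tumor in column N2 none passed, and 13 of the 49 genes had an unadjusted p under 0.05 in all tumors together. Without the D30 tumor in column T4, 8 passed.
Pdlim1 (chromosome 19, 40221173 to 40271842) had 5148 ± 1301 normalized counts (SD, n = 5) in CTRL and 11200 ± 3387 (SD, n = 5) in D30 tumors, a log2 fold change of 1.104 (standard error 0.239, adjusted p = 0.0262 from limma with Benjamini-Hochberg adjustment). Ndufa6 (chromosome 15, 82350140 to 82354322) had 2672 ± 252.4 (SD, n = 5) and 4433 ± 785 (SD, n = 5), a log2 fold change of 0.72 (standard error 0.173, adjusted p = 0.0448 from the same limma test). Without N2 the adjusted p values of Pdlim1 and Ndufa6 were 0.0962 and 0.141. Pdlim1 also did not pass without N1, N5 or N6. Of the fits with a tumor left out, Ndufa6 passed only in those without T1 or T4. It also did not pass with upper-quartile scaling, library-size scaling or no filter. Of the other genes of Fig. 4a, Prdx6, Msra, Stk25, Sod1, Fes and Ftl1 were higher in D30 tumors, with log2 fold changes of 0.36 for Stk25 to 0.83 for Fes, and Srxn1, Cat and Lsp1 were lower, by -0.33, -0.53 and -0.49. Their adjusted p values over all genes ranged from 0.0538 for Prdx6 to 0.346 for Srxn1. Reads of Stk25, Sod1, Ftl1 and Lsp1 are uncertain where these genes overlap other annotated genes.

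**Figure D4:**
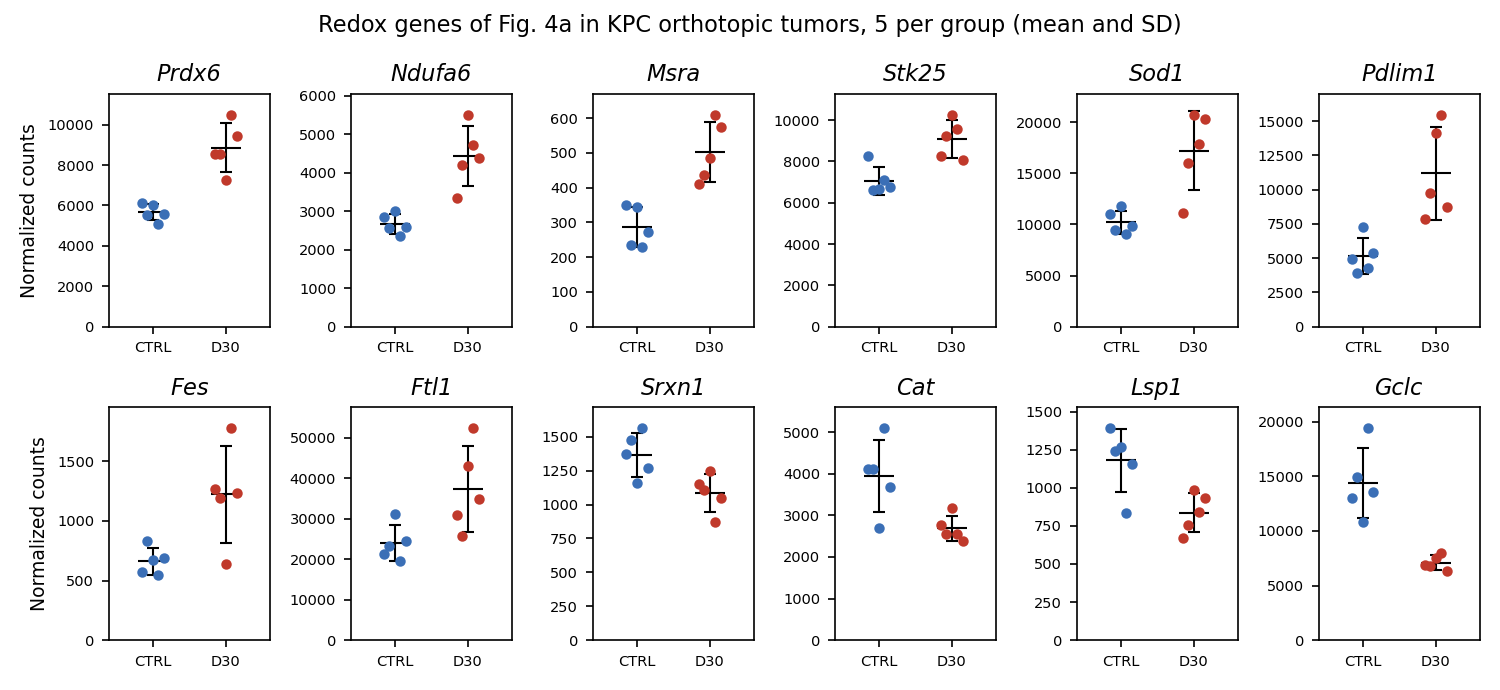
Normalized counts of the 12 redox genes of Fig. 4a in each of 5 CTRL tumors (blue) and 5 D30 tumors (red), with the mean and SD of each group in black; each axis starts at 0. For Gclc all D30 tumors, with at most 7990 normalized counts, lie below all CTRL tumors, with at least 10850, while for Stk25, Sod1, Fes, Ftl1, Srxn1, Cat and Lsp1 the groups overlap.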

While many antioxidant genes were upregulated in hyperglycemic mice, perhaps due to a compensatory response, further examination of transcriptome changes indicated the catalytic subunit of glutamate-cysteine ligase (GCLC) was considerably reduced in KPC orthotopic tumors under hyperglycemia (Fig. 4a and Supplementary Fig. 3e). This enzyme is the rate-limiting enzyme for the de novo glutathione biosynthesis pathway, which is a crucial upstream component of antioxidant defense. GCLC catalyzes the union of glutamate and cysteine. We validated this finding through a focused screen of transcripts related to glutathione biosynthesis. More so than any other gene, reduced GCLC mRNA and protein expression were found to be associated with forced hyperglycemia in PDAC (Fig. 4b, c). Consistent with the changes in GCLC expression (Fig. 4a-c), GSH (reduced glutathione) was also decreased in D30-treated tumors (Fig. 4d-g), as well as in cultured PDAC cells under high glucose conditions (Fig. 4h-j). The pattern of GCLC expression encountered in a forced high glucose state is consistent with observations of GCLC levels in PDAC in the natural, normoglycemic context. In fact, GCLC mRNA levels are actually increased in KPC orthotopic tumors, as compared to the normal pancreas (Fig. 4k). The pre-clinical observation matches TCGA findings in human PDAC patients, relative to normal tissue (Fig. 4l).

**Fig. 4:**
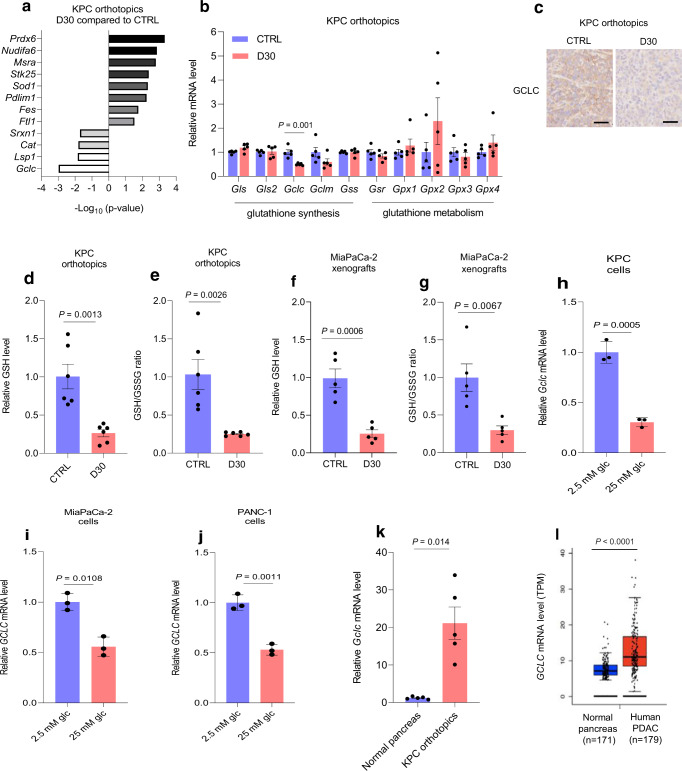
Reduced *GCLC* expression and de novo glutathione synthesis in pancreatic cancer exposed to a relative high glucose state. **a, b** Significantly altered genes associated with redox metabolism (**a**) and qPCR analysis of glutathione metabolism-associated enzymes (**b**) in KPC orthotopic tumors under the indicated conditions (*n* = 5 orthotopic tumors per group). **c**, Immunolabeling of GCLC in independent KPC orthotopic tumors receiving D30 water versus control (representative immunoblots of three tumors with similar results are shown). Scale bars, 50 µm. **d–g** Relative GSH levels (**d**, *n* = 6 tumors per group; **f**, *n* = 5 tumors per group) and GSH/GSSG ratio (**e**, *n* = 6 tumors per group; **g**, *n* = 5 tumors per group) in indicated tumors. qPCR analysis in PDAC cells under the indicated conditions for 48 hours (**h–j**) (*n* = 3 independent experiments). **k** qPCR analysis of *GCLC* transcripts in murine orthotopic pancreatic tumors compared to normal pancreas (*n* = 5 per group). **l**, Box plot showing GCLC transcripts (TPM: transcripts per million) in human pancreatic tumors versus normal pancreas. For this gitter box plot, the center line indicates the median, box limits represent the upper and lower quartiles, and whiskers indicate the 1.5x interquartile range. These data were taken from TCGA and GTEx databases for tumor and normal pancreas, respectively, and were analyzed using GEPIA. The number of cases is indicated (*P* = 3.68e^−13^). Data are provided as mean ± s.d. (**h–j**) or mean ± s.e.m (**b, d–g, k**). Pairwise comparisons were conducted using two-tailed, unpaired Student’s *t*-tests. Source data are provided as a Source Data file.

We previously demonstrated that the regulatory RNA-binding protein, HuR (*ELAVL1*), is activated under low glucose conditions and orchestrates a pro-survival response in PDAC cells under austere metabolic conditions. Conversely, we suspected that under high glucose conditions, HuR should be deactivated as resources directed into survival pathways are diminished. No significant change was observed with global HuR (*ELAVL1*) expression in orthotopic PDAC tumors exposed to high glucose (Supplementary Fig. 4a). However, we hypothesized that GCLC downregulation under high glucose conditions was caused by reduced HuR *subcellular* localization to the cytoplasm (that is, reduced ‘activation’), based on studies showing reduced cytoplasmic HuR in cell culture models under elevated glucose condition^21,27^. Indeed, cytosolic HuR immunolabeling was markedly reduced in tumors exposed to a high glucose state, as compared to tumors in normoglycemic mice. In contrast, nuclear labeling was especially prominent in D30-treated tumors and PDAC cells under high glucose conditions (Supplementary Fig. 4b-d), as HuR remained confined to the nucleus. Diminished subcellular localization of HuR to the cytoplasm therefore likely drives GCLC target-transcript destabilization and reduces GCLC expression, since the GCLC transcript is an established regulatory target of HuR^28^. We validated this regulatory mechanism in different cultured PDAC cell lines (Supplementary Fig. 4e-h).

### GCLC downregulation promotes chemotherapy sensitivity in PDAC

Antioxidant and chemotherapy-resistant properties of glutathione (GSH) generated by GCLC are well-described^29–32^. It follows then that decreased GSH levels in tumors, due to a high-glucose state, may sensitize PDAC to chemotherapy. An independent orthotopic PDAC experiment indicated that multi-agent chemotherapy (FFX) substantially enhanced intra-tumoral ROS production, reflected by increased lipid peroxidation, in tumors exposed to a hyperglycemic state (Fig. 5a). Moreover, alterations in key markers of chemotherapy activity were strikingly apparent with chemotherapy treatment in this context (Fig. 5b). Consistent with results from orthotopic tumors, diverse chemotherapeutic agents induced substantial ROS levels under high glucose in cultured PDAC cells, but not under low glucose conditions (Fig. 5c and Supplementary Fig. 5a). SiRNA against GCLC abrogated chemotherapy resistance conferred by low glucose, as compared to siCTRL-transfected PDAC cells (Fig. 5d and Supplementary Fig. 5b). Conversely, GCLC overexpression minimized ROS induction under high glucose in cultured PDAC cells (i.e., chemo-resistance) treated with diverse conventional chemotherapeutics (Supplementary Fig. 5c). Of note, the acute stress of chemotherapy, which also potently activates HuR to the cytoplasm^33^, further augmented GCLC mRNA expression in PDAC cells under nutrient limitation (Supplementary Fig. 5d). These experiments collectively implicate GCLC expression in PDAC resistance to chemotherapy under nutrient-austere conditions, and the role of GCLC downregulation in PDAC sensitivity under relative glucose abundance.

**Fig. 5:**
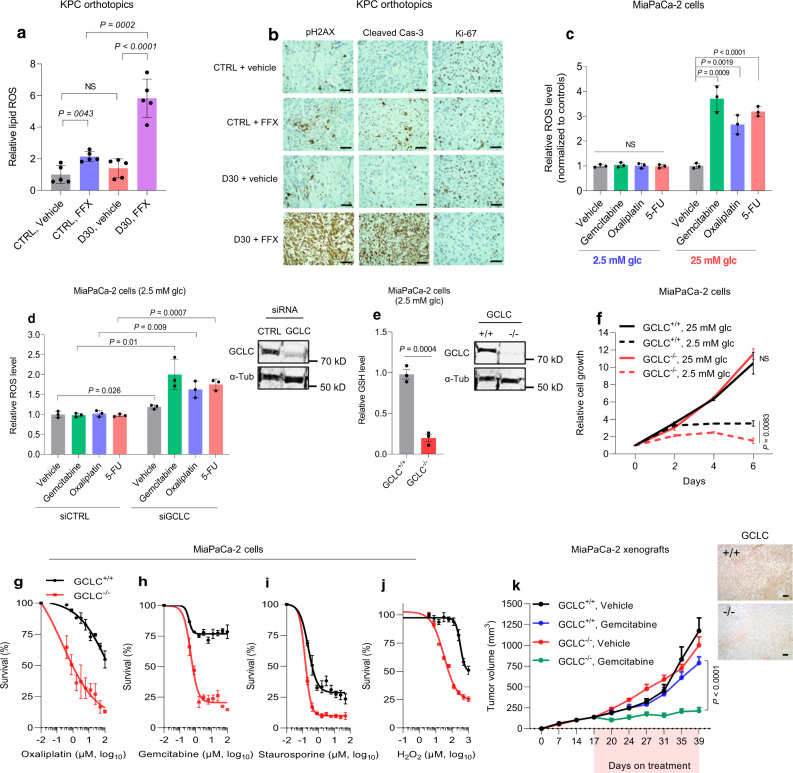
Downregulation of *GCLC* enhances the efficacy of ROS inducers in PDAC cells. **a, b** Relative lipid ROS levels (**a**) and pH2AX (Ser139), cleaved caspase-3, and Ki-67 immunolabeling (**b**) of KPC orthotopic tumors under indicated treatments for 14 days (*n* = 5 orthotopic tumors per group). Scale bars, 50 µm. **c, d** Relative ROS levels in parental MiaPaCa-2 cells cultured in low (2.5 mM) or high (25 mM) glucose for 30 hours (**c**) and in MiaPaCa-2 cells transiently transfected with siRNAs (control non-targeting or against *GCLC*) cultured in low glucose conditions (**d**), followed by chemotherapy administration (gemcitabine (100 nM), oxaliplatin (1 µM), 5-FU (1 µM)) for an additional 16-18 hours (*n* = 3 independent experiments). **e**, Immunoblot of GCLC in GCLC^+/+^ and GCLC^–/–^ MiaPaCa-2 PDAC cells and relative GSH levels under low glucose conditions (*n* = 3 independent experiments). **f**, Relative clonogenic growth of GCLC^+/+^ and GCLC^–/–^ MiaPaCa-2 cells under indicated conditions and time intervals (*n* = 3 independent experiments). **g–j** Relative survival of GCLC^+/+^ and GCLC^–/–^ cells treated with the indicated chemotherapeutic agents under low glucose conditions for five days (**g, h**) or alternative ROS-inducers under low serum conditions (2%) for four days (**i, j**) (*n* = 3 independent experiments). For these experiments, cells were cultured in media containing 2.5 mM glucose for 30 h prior treatment with indicated compounds. **k** The growth rates of GCLC^+/+^ and GCLC^–/–^ MiaPaCa-2 xenografts with the indicated treatments (*n* = 5 mice per group). Immunolabeling of GCLC in tumors receiving vehicle are shown. Scale bars, 50 µm. Data are provided as mean ± s.d. (**c–j**) or mean ± s.e.m. (**a, k**). Pairwise comparisons were conducted using two-tailed, unpaired Student’s *t*-tests. Longitudinal mixed models were fit for tumor size growth, and time by treatment interactions were assessed (**k,** *P* = 2.28E^−09^). Source data are provided as a Source Data file.

GCLC-knockout MiaPaCa-2 (GCLC^−/−^) cells were generated via CRISPR-Cas9 gene editing (Fig. 5e and Supplementary Fig. 5e). Substantially decreased GSH levels were observed in GCLC^−/−^ cells compared to control isogenic cells (Fig. 5e). GCLC knockout did not affect cell growth under glucose abundance, when the protein is superfluous (in the absence of chemotherapy), but it impaired PDAC cell growth when cultured under glucose withdrawal (Fig. 5f). The consequential result is likely related to the highly oxidative sequelae of glucose limitation^34^. Under low glucose conditions, where GCLC expression is typically increased, GCLC knockout significantly improved the efficacy of chemotherapeutic agents (Fig. 5g, h and Supplementary Fig. 5e) and other ROS inducers (Fig. 5i, j and Supplementary Fig. 5f). Notably, re-expression of GCLC rescued cells from oxidative stress caused by chemotherapy treatment in the GCLC knockout cells (Supplementary Fig. 5e, f). Subsequently, we evaluated the effects of GCLC knockout on PDAC tumors in vivo. GCLC^−/−^ xenografts did not experience reduced proliferation under baseline conditions, as observed in vitro (Fig. 5f). However, GCLC^−/−^ xenografts failed to grow upon treatment with low-dose chemotherapy (Fig. 5k).

### Pharmacologic inhibition of glutathione biosynthesis improves chemotherapy efficacy in PDAC

Based on the previously presented data, we sought to determine if pharmacologic inhibition of GCLC in cultured PDAC cells could overcome endogenous chemotherapy resistance associated with a low glucose state. A GCLC inhibitor, BSO (L-buthionine sulfoximine)^35–38^ had a negligible effect on cancer cell survival as a monotherapy in vitro (Fig. 6a, b), consistent with a prior report^39^. However, the addition of BSO rendered PDAC cells cultured under low glucose very sensitive to chemotherapy, and the effect was on par with cells cultured under high glucose. Here, the common chemoresistance pathway (GCLC suppression) was disrupted through separate mechanisms (pharmacologically under low glucose, and through GCLC down-regulation under high glucose) (Fig. 6c-f). Notably, supplemental reduced glutathione (GSH) or a glutathione precursor, NAC, rescued PDAC cells treated with chemotherapy in the high-glucose state (Fig. 6c-f and Supplementary Fig. 6a-e).

**Fig. 6:**
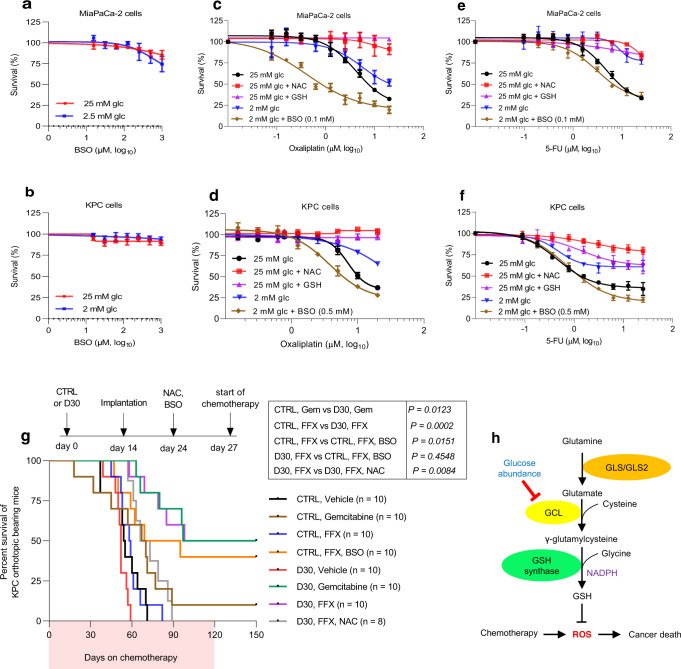
Glutathione biosynthesis affects chemotherapy response. **a–f** Relative survival of MiaPaCa-2 cells (**a, c, e**) and KPC cells (**b, d, f**) at the indicated conditions for five days. For experiments under low glucose conditions, cells were cultured in reduced glucose media for 30 hours prior to chemotherapy treatment. GSH (reduced glutathione, 4 mM), NAC (N-acetylcysteine, 1.5 mM), or BSO (L-Buthionine sulfoximine, at indicated concentration) was co-administered with chemotherapy (*n* = 3 independent experiments). **g** Survival of C57BL/6 J mice bearing KPC orthotopic tumors with the indicated treatments. The number of mice per group is indicated. **h** Depiction of the de novo glutathione synthesis pathway and the effects of glucose limitation and chemotherapy on cancer death. Survival distributions were estimated using Kaplan-Meier estimation and compared by log-rank tests (**g**). Data are provided as mean ± s.d. (**a–f**). Source data are provided as a Source Data file.

Neither gemcitabine, nor FOLFIRINOX, had any appreciable anti-tumor effect in a syngeneic orthotopic PDAC survival experiment at the indicated, low dose schedule (Fig. 6g, black, brown, blue curves). The addition of BSO to chemotherapy improved survival with FOLFIRINOX (median survival: 58 vs. 69 days, *P* = 0.0151 (Fig. 7a, orange curve). Still, anti-PDAC activity was greatest with gemcitabine or FOLFIRNOX treatment in hyperglycemic mice (median survival FOLFIRNOX: 58 vs. 98, *P* = 0.0002; median survival gemcitabine: 67 vs. 97 days, *P* = 0.0123) (Fig. 6g, green, purple curves). The antioxidant and glutathione precursor NAC^14,40^, abrogated the sensitizing benefit of hyperglycemia to chemotherapy (Fig. 6g, gray curve).

We offer the following summary molecular model explaining how a high glucose state sensitizes PDAC to chemotherapy. Due to the reduction in oxidative stress associated with a favorable, elevated ambient glucose state, a tamped-down adaptive survival response results in diminished GCLC expression. With the metaphorical guard in a relaxed position, PDAC cells become especially vulnerable to acute oxidative insults, like chemotherapy (Fig. 6h).

## Discussion

We show that the effectiveness of diverse chemotherapies was markedly improved under high glucose conditions, as compared to low glucose conditions. The findings were observed in standard culture models, as well as in a forced hyperglycemic murine model. How can this observation be translated to patients? In the clinical setting, tumors can be theoretically ‘primed’ for chemotherapy by inducing forced hyperglycemia, just as we did in mice. In theory, glucose levels can even be modified more precisely through intravenous dextrose infusions (combined with rigorous inpatient glucose monitoring) at the time of chemotherapy administration.

The pro-oxidative effects of chemotherapeutic agents are well known and are believed to be a key mechanism of anticancer activity by cytotoxic agents^25,26^. The mechanisms underlying ROS induction vary for different chemotherapeutics, and are often drug-specific. In some instances, ROS generation is even attributable to pharmacologic effects on non-cancer elements, like immune cells^25^. But broadly speaking, the generally accepted mechanisms of ROS induction for most anti-neoplastic agents relate to the direct effects on mitochondria and impaired antioxidant machinery. Chemotherapeutics induce apoptosis, which leads to the release of cytochorome c from mitochondria, and which in turn diverts electrons from the electron transport chain to generate free radicals^41^. Cancer cells rely on robust antioxidant machinery to overcome chemotherapy-associated oxidative stress, and a better understanding of the adaptive changes that occur with chemotherapy exposure could shine a spotlight on vulnerable targets. For instance, BSO inhibits GCLC and impairs GSH synthesis^42^, which is especially relevant for nutrient-deprived PDAC. BSO did not augment the effects of chemotherapy in normoglycemic mice as much as hyperglycemia did, but the drug could serve as a therapeutic adjunct to chemotherapy for normoglycemic patients. Interestingly, among genes associated with oxidative stress, GCLC was previously identified as one of the most significantly altered genes in PDAC patients with bad prognosis^43^. Along with data from the present study, the observation offers a strong rationale for suppressing GCLC and glutathione synthesis to improve outcomes for patients with PDAC.

Our data validate previous studies of GCLC expression in hyperglycemic patients, beyond the cancer context. For instance, prior work revealed that GCLC levels are reduced in diabetic rats and patients with type 2 diabetes, as compared to appropriate control groups^44,45^. Moreover, decreased GSH levels were observed in patients with diabetes^46–50^. We sought to test for a correlation between peripheral glucose levels of patients with PDAC and GCLC expression in an institutional patient cohort, however, historical data were insufficient to rigorously and reliably test the hypothesis in a real-world setting. For instance, no distinct GCLC expression pattern was appreciated in patients with and without a history of diabetes (n = 9 vs. 11). The study was likely contaminated by the fact that at least a third of PDAC patients without a history of diabetes present with abnormal glucose control^51^, and some patients with a diabetes diagnosis had well-controlled glucose levels at the time of surgery. The utilization of neoadjuvant chemotherapy in the modern era further confounds the analysis. Future investigations of biopsies in treatment-naïve PDAC patients, along with rigorously collected, prospective data around glycemic status, will help us to better understand the effect of blood glucose levels on GCLC expression in human PDAC.

The safety of BSO with chemotherapy has already been established in patents with other tumor types in clinical trials^52,53^, although the efficacy of the combination has not been fully characterized. Sensitization of tumors to chemotherapy using forced hyperglycemia offers a therapeutic strategy. Together, these observations reveal translatable and relatively low-cost treatment approaches that can be easily tested in patients with PDAC. Based on metabolic data from this work, future studies may also uncover new synergistic targets associated with lipid metabolism, or perhaps specific histologic PDAC subtypes that may prove to be especially chemo-sensitive in the setting of a high glucose state.

## Methods

### Cell lines, cell culture, and reagents

All cell lines were obtained from ATCC, except murine PC cells (KPC K8484: Kras^G12D/+^; Trp53^R172H/+^; Pdx1-Cre)^14^. Mycoplasma screening was performed using a MycoAlert detection kit (Lonza). Cell lines were maintained at 37 °C and 5% CO2. For standard cell culture, cells were grown in DMEM (25 mM glucose, 4 mM glutamine), supplemented with 10% FBS, 1% penicillin/streptomycin, and prophylactic doses of Plasmocin (Life Technologies, MPP-01-03). Glucose withdrawal was performed to simulate low glucose conditions characteristic of the PDAC microenvironment. For low-glucose experiments, glucose-free DMEM (Life Technologies, no. 11966-025) was titrated to the indicated glucose levels. For rescue experiments, cell-permeable GSH (L-Glutathione reduced, Sigma, G6013), NAC (N-Acetyl-L-cysteine, Sigma, no. A9165), BSO (L-Buthionine-sulfoximine, Sigma, no. B2515), and GCLC overexpressing plasmids (Origene, mouse (no. MC203908), human (no. SC119206)) were used. Chemotherapies included gemcitabine (gemcitabine hydrochloride, Sigma, no. G6423), oxaliplatin (Sigma, O9512), irinotecan (Sigma, no. I1406), and 5-FU (Sigma, no. F6627). Nuclear and cytoplasmic extraction was performed using NE-PER nuclear and cytoplasmic extraction reagents (ThermoFisher Scientific, no. 78833).

### Small RNA interference

Oligos were obtained from ThermoFisher Scientific with the following ID numbers: GCLC (human (no. 106476), mouse (no. 158739)) and HuR (human (no. 145882), mouse (no. 159065)). siRNA transfections were performed using Lipofectamine 2000 (ThermoFisher Scientific, no. 11668027)^14,54^. siRNA gene knockdown validation was determined 72 hours after siRNA transfections via qPCR and western blotting.

### CRISPR-Cas9 editing of GCLC in pancreatic cancer cells

GCLC knockout was performed using a guide RNA (Sigma, no. HSPD0000016315). A negative control plasmid (NegativeControl1) was used in isogenic cells. Plasmid transfections were performed with lipofectamine 2000. After 48 h, enhanced green fluorescent protein-expressing cells were sorted by flow cytometry (Supplementary Fig. 7). Clones from the parental MiaPaCa-2 cell line were expanded for verification of GCLC knockout with RT-qPCR and Western blotting. Herein, cells with GCLC deletion and isogenic controls are referred to as GCLC^–/–^ and GCLC^+/+^, respectively.

### Quantitative RT-PCR

Total RNA was extracted using PureLink RNA isolation (Life Technologies, no. 12183025) and treated with DNase I (Life Technologies, no. AM2222). cDNA was synthesized using 1 µg of total RNA, oligo-dT and MMLV HP reverse transcriptase (Applied Biosystems, no. 4387406). PCR reactions were performed in triplicate using ThermoFisher Scientific primers with the following ID numbers: GCLC (human (no. Hs00155249_m1), mouse (n. Mm00802658_m1); HuR (human (no. Hs00171309_m1), mouse (no. Mm00516011_m1)). RT-qPCR acquisition was captured using a Bio-Rad CFX96 and analyzed using Bio-Rad CFX Manager 2.0 software.

### RNA-sequencing and analyses

RNA quality was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies). Strand-specific RNA-seq libraries were prepared using NEBNext Ultra II Directional RNA Library Prep Kit (NEB, Ipswich, MA) according to the manufacturer’s protocols. RNA sequencing was performed using 150-bp paired-end format on a NovaSeq 6000 (Illumina) sequencer. FastQC was used to assess RNA-seq quality and TrimGalore was used for adapter and quality trimming. RNA-seq reads were mapped against hg38 using STAR (v2.7.0e) aligner with default parameters. DESeq2 analysis with an adjusted *P* value < 0.05 was used to derive a list of differentially expressed genes.

### Immunoblot analysis

Total protein was extracted with RIPA buffer (Pierce, no. 89900) supplemented with protease inhibitor (Life Technologies, no. 1861280) and quantified using the BCA Protein Assay (ThermoFisher Scientific). Proteins were separated on Bolt 4-12% Bis-Tris Plus gels (Life Technologies, no. NW04120) and transferred to polyvinylidene difluoride membranes. Membranes were probed with antibodies against GCLC (Proteintech, no. 12601-1-AP, 1:2000 dilution), HuR (Santa Cruz Biotechnology, no. SC-5261, clone 3A2, 1:2000 dilution)^21,55–60^, Lamin A/C (Cell Signaling, no. 4777, 1:2000 dilution), α-Tubulin (Proteintech, no. 11224-1-AP, 1:4000 dilution), and β-Actin (Santa Cruz Biotechnology, no. SC-47778, 1:4000 dilution). Blots were probed with secondary antibodies customized for the Odyssey Imaging system Secondary antibodies (680RD Goat anti-Mouse IgG (Li-COR, no. 926-68070, 1:20000 dilution) and 800CW Goat anti-Rabbit IgG (Li-COR, no. 926-32211, 1:10000 dilution). The density of blots was quantified using Image Studio Software v.5.2.5.

### Immunohistochemistry

Samples were preserved in formalin and embedded in paraffin followed by GCLC (Proteintech, no. 12601-1-AP, dilution: 1:1600), HuR (Santa Cruz Biotechnology, no. SC-5261, dilution 1:250), cleaved caspase-3 (Asp175) (Cell Signaling, no. 9579, 1:250 dilution), Phoshpho-Histone H2A-X (Ser139) (Cell Signaling, no. 9718, 1:400 dilution), and Ki-67 (Cell Signaling, no. 9027, 1:400 dilution) immunolabeling antibodies. Samples were prepared with formalin and embedded in paraffin, followed by and immunolabeling.

### Cell viability and proliferation assays

Cell viability was estimated by DNA quantitation using the PicoGreen dsDNA assay (Life Technologies, no. P7589) or through cell counting using Trypan blue (ThermoFisher Scientific, no. 15250061).

### Clonogenic assay

Cells (1000–2000 per well) were plated in six-well plates. Culture medium was not changed during experiments unless indicated. Upon completion of experiments, colonies were fixed in a reagent containing 80% methanol and stained with 0.5% crystal violet dye. To determine relative growth, dye was extracted from stained colonies with 10% acetic acid and the associated absorbance measured at 600 nm using a microplate reader (GloMax Explorer system, Promega).

### ROS and GSH/GSSG ratio quantification

Cells were incubated in a 96-well plate with 10 µM H2-DCFDA (Life Technology, no. D399) for 45 minutes in serum-free media to detect total intracellular ROS. To measure lipid ROS, a lipid peroxidation assay (Cayman Chemical, no. 10009055) was performed according to the manufacturer’s instructions. Reduced glutathione (GSH) and GSH/GSSG ratio measurements (abcam, no. ab205811) were performed according to the manufacturer’s instructions. Readouts were normalized to cell number or protein content.

### Metabolic profiling

GC-MS analyses were performed using a Hewlett Packard 5973 Turbo Pump Mass Selective Detector and a Hewlett Packard 6980 Gas Chromatograph equipped with a DB-5ms GC Column (60 m x 0.25 mm×0.25 um, Agilent Technologies). Tumor fragments were weighed and homogenized using Folch method (2:1 chloroform-methanol). For fatty acid measurements, the chloroform phase containing TG-bound fatty acids was hydrolyzed using alkaline hydrolysis. Fatty acids were converted to their methyl esters and analyzed by GC-MS. Fatty acids were quantified using a 19:0 fatty acid standard. The methanol/water layer was evaporated to dryness in a Speedvac evaporator at 4 °C. Fatty acids were derivatized using two-step derivatization. First, keto- and aldehyde groups were protected by the reaction with MOX (methoxylamine-HCl in pyridine, 1:2) overnight at room temperature. Then excess derivatizing agent was evaporated and dry residue was converted to MOX-TMS (trimethylsilyl) derivative by reacting with bis(trimethylsilyl) trifluoroacetamide with 10% trimethylchlorosilane (Regisil) at 60 °C for 20 min. The resulting MOX-TMS derivatives were analyzed by GC-MS. For the analysis of fatty acid methyl esters, the column temperature was initially set at 100 °C and held for one minute, then ramped 8 °C/min until 170 °C and held for 5 min. Samples were then ramped 5 °C/min until 200 °C, and held for 5 min. Finally, samples were ramped 10 °C/min until 300 °C, and held 10 min. Masses were monitored via the SIM acquisition mode. For metabolites, the column temperature was initially set at 80 °C and held for one minute, then ramped 5 °C/min until 220 °C and held for 5 min. Samples were then ramped 5 °C/min until 200 °C, and held for 5 min. Finally, samples were ramped 10 °C/min until 300 °C, and held 10 min. For glucose measurements, tumors were weighed and homogenized in 80% methanol. After sample drying with nitrogen gas, dried lysates were mixed with pyridine:acetic anhydride (1:2) solution and incubated at 60 °C for 30 min to convert glucose to its penta-acetate derivative. Samples were allowed to air dry at room temperature and then reconstituted in 100 µl of ethyl acetate. Results were normalized to m + 6 glucose as an internal standard. Masses were monitored via the SIM acquisition mode. Metabolomics data were analyzed using the MSD ChemStation Software, version: F.01.03.2357 (Agilent Technologies). Metabolite counts were normalized using gamma-hydroxybutyrate.

Untargeted metabolomics was performed using LC-MS. Samples were homogenized in chilled 70% methanol/20% water/10% chloroform. 10 µL of each homogenate was used for protein concentration measurements. The rest was vortexed for 15 seconds and kept on ice for 5 minutes, repeated twice. The homogenates were then centrifuged at 1000x*g* for 15 min at 4 °C. The supernatants were dried and re-suspended in 98% water/acetonitrile containing internal standards. Three-microliter aliquots taken from each sample were pooled and the QC standard was analyzed every 6th injection. In addition, we collected MS2-level data on representative control and treated samples. Untargeted metabolomics was performed by injecting 3 µL of each sample onto a 10 cm C18 column (ThermoFisher, CA) coupled to a Vanquish UHPLC running at 0.3 mL/min using water and 0.1% formic acid as solvent A and acetonitrile and 0.1% formic acid as solvent B. The 15-min gradient used is given below. The Orbitrap Q Exactive HF was operated in positive and negative electrospray ionization modes in different LC-MS runs over a mass range of 56-850 Da using full MS at 120,000 resolution. The DDA acquisition (DDA) included MS full scans at a resolution of 120,000 and HCD MS/MS scans taken on the top 10 most abundant ions at a resolution of 30,000 with dynamic exclusion of 40.0 seconds and the apex trigger set at 2.0 to 4.0 seconds. The resolution of the MS2 scans were taken at a stepped NCE energy of 20.0, 30.0, and 45.0. An in-house data preprocessing tool was employed for spectral feature extraction and deconvolution, which includes putative metabolite identification assignment using the National Institute of Standards and Technology Mass Spectral Library (NIST SRD 1 A version 17). The spectral features were log-transformed and further analyzed via MetaboLyzer^1^ using 0.7 for ion presence threshold, p-value threshold of 0.05 using non-parametric Mann-Whitney U-test, and false discovery rate (FDR) correction set at 0.1 in the positive ESI and at 0.2 in the negative ESI mode. The resulting peak table was further analyzed via MetaboLyzer. First the data was normalized to protein concentration in each sample. The relative abundance values for each spectral feature were then calculated with respect to a labeled internal standard (betaine-d9). The ion presence threshold was then set at 0.7 in each study group for the downstream analysis via MetaboLyzer. Data were then log-transformed, Gaussian normalized, and analyzed for statistical significance via the non-parametric Mann-Whitney U test (FDR corrected p-value < 0.1 in positive and <0.2 in negative ESI modes). Ions present in just a subset of samples were analyzed as categorical variables for presence status via the Fisher’s exact test. All p-values were corrected via the Benjamini-Hochberg step-up procedure for false discovery rate (FDR) correction. The data were then utilized for PCA, putative identification assignment, and pathway enrichment analysis via KEGG. In this dataset, 9,322 spectral features were detected, from which 1422 features were putatively assigned an identification in HMDB within a pre-defined 7 ppm m/z error window. Also, the collected MS/MS spectra were matched against the NIST Mass Spectral Library (v17) resulting in identification of 304 of these features against unique compounds with a cosine similarity threshold of 0.7.

### In vivo studies

All experiments involving mice were approved by the Case Western Reserve University Institutional Animal Care Regulations and Use Committee (2018-0063). Mice were maintained on a 12-hour light/dark cycle at room temperature with 30%-50% humidity under pathogen-free conditions in the animal facility. Mice were received standard chow and nutrient-free bedding. Six-to-eight-week-old, female, athymic nude mice (Foxn1 nu/nu) were purchased from Harlan Laboratories (no. 6903 M). For the indicated experiments, hyperglycemia was induced either by allowing mice to consume D30 (dextrose 30% water) *ad libitum* or by the administration of streptozotocin (Thermo Scientific, no. S0130) starting two weeks before cancer cell implantation. The peripheral glucose levels were measured using glucometer Alphatrak 2 by tail clipping. The blood glucose levels in streptozotocin-treated mice were titrated to a non-toxic range with daily subcutaneously injections of long-acting insulin glargine (Fisher Scientific, no. NC0767732). Patient-derived xenograft samples were purchased from The Jackson Laboratory (no. TM01212) and propagated in nude mice. For flank xenograft experiments, 1×10^6^ cells were suspended in 200 µL of a PBS:matrigel solution (1:1) and injected subcutaneously into the right flank. For all flank xenograft experiments, tumor volumes were measured twice per week using a caliper (volume = length x width^2^/2). Body weights were measured weekly. Based on our IACUC protocol, the maximal tumor burden is 2000 mm^3^ and tumor volume in our animal was not exceeded. For orthotopic experiments, 4×10^4^ Luciferase-expressing KPC K8484 cells were suspended in 30 µL of a PBS:matrigel solution (1:1) and injected into the pancreas of C57BL/6 J mice at 10 weeks of age. Equal numbers of male and female mice were used. Briefly, a 0.5 cm left subcostal incision was made, the tail of the pancreas was externalized, the mixture was carefully injected into the pancreas, and then returned to the peritoneal cavity. On postoperative day 7, the presence of pancreatic tumors was confirmed with bioluminescence imaging after injection of 100 µL intraperitoneal Luciferin (50 mg/mL). Mice with confirmed tumors were then randomized to the indicated treatment conditions. Chemotherapies included: gemcitabine (75 mg/kg, twice weekly, i.p.) and FOLFIRINOX (FFX; oxaliplatin 5 mg/kg, 5-FU 25 mg/kg, and irinotecan 50 mg/kg, once weekly, i.p.). For rescue studies, BSO (4.4 g/L water, ad libitum) and NAC (1.2 g/L water, ad libitum) were used.

### Clinical outcome analyses

We retrospectively identified patients who presented with metastatic PDAC at University Hospitals Cleveland Medical Center (2010-2020) and stratified them according to the usage of chemotherapy (vs. supportive care). This study was approved by the Institutional Review Board (IRB) at University Hospitals Cleveland Medical Center (STUDY20190408). Informed consent was waived by the IRB because the study was retrospective. The gender, number and age of participants in this study are provided in Supplementary Tables. We utilized raw glucose values extracted from electronic medical records to determine the glycemic status for both cohorts. Glucose values were analyzed across two-time intervals: pre-diagnosis (obtained within the 365 days preceding PDAC diagnosis) and during the treatment period (based on the chemotherapy initiation date). We stratified patients who received chemotherapy by glycemic status during the treatment period into two groups: high glucose (at least one glucose value ≥ 200 mg/dL after the initiation of chemotherapy) and normal glucose (all glucose values < 200 mg/dL after the initiation of chemotherapy). Identical thresholds were used for patients who did not receive chemotherapy. Both pre- and postdiagnosis treatment values were utilized for stratification of the supportive care cohort due to the limited number of glucose values available. These stratification parameters are in line with American Diabetes Association criteria for diagnosis of diabetes based on random glucose levels^61^.

### Statistical analyses

Survival distributions were estimated using Kaplan-Meier estimation and compared by log-rank tests. Pairwise comparison of tumor growth trajectories employed longitudinal mixed models with random intercept and with time viewed as categorical. Box-Cox transformations (log or square root) were used if supported by residual and normal probability plots. For multiple comparisons adjustment, the Holm method was adopted (StataSE v16.0 (Statacorp LLC, College Station, TX) was used for clinical analyses). For demographic and clinical data comparisons between patients in the high and normal glucose groups, continuous outcome variables were compared using the Wilcoxon rank-sum test and categorical variables using Pearson’s chi-squared test. The Nelson-Aalen estimate was used to graphically depict the cumulative hazard of death over time. Multivariable Cox proportional hazards regression was used to identify factors associated with overall survival, defined as the time from diagnosis to death or last follow-up. Variables included in multivariable models were those considered to be clinically relevant. A *P* < 0.05 was used to indicate statistical significance.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Open source software were used for RNA-seq analysis: FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), Trim Galore (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/), R (v 3.6.3 and v 3.4.2), STAR (v 2.7.0e), DESeq2 (v 1.26.0), and RSEM (v 1.3.2). RNA sequencing data were deposited into Gene Expression Omnibus with accession number GSE194369. Metabolomics data have been deposited in the EMBL-EBI MetaboLights database with accession no. MTBLS6000. Source data for Figs. 2–6 are provided as Source Data files. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

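Gene expression was measured by RNA sequencing in 10 murine KPC orthotopic pancreatic tumors, 5 from normoglycemic mice that drank regular water (CTRL) and 5 from mice that drank 30% dextrose water (D30) for 14 days. The condition of each tumor was taken from the sample labels and the legend of Fig. 3. The columns of the deposited table carry the letter N or T and a number. The N columns were assigned to the normoglycemic group by their letter and the T columns to the D30 group as the only other group, and since the column numbers differ from the replicate numbers of the labels, no column was assigned to a single animal. The labels call the tumors PDX in their titles but name KPC K8484 cells as their source, and the paper describes KPC orthotopic tumors.

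The authors prepared strand-specific libraries from tumor RNA, sequenced them in pairs, trimmed adapters, aligned the reads with STAR, and named RSEM and DESeq2 among their software. The methods name hg38 as the reference, while the deposited table lists mouse Ensembl identifiers. The paper's text does not name the annotation release or the counting settings. The authors deposited 1 normalized signal per gene and tumor, the form of DESeq2's normalized counts, in which each gene's count is divided by a size factor of the tumor. This division is already in the values. In each column all values were whole multiples of 1 step, and 100.0% of them gave a whole number of reads once divided by it, so that the reads behind each value were recovered. Recovered reads per tumor ranged from 29192261 to 42122304. The table holds 55359 genes, of which 33001 have a value above 0 in any tumor, and no row lacks a gene name.

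Identifiers were matched without their version number to GENCODE M21 (GRCm38), which named 52083 genes (94.1%). For 48081 of these the version number in the table was 1 above that of M21, so that the authors' annotation was probably a later release and positions are given as in M21. GC content and length came from the same annotation and covered 99.0% of the tested genes.

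The design fixed before the data were examined named edgeR's quasi-likelihood test with TMM on counts. Since the deposited values are normalized, limma's moderated test with a mean-variance trend (limma 3.58.1, R 4.3.3) on log2(normalized count + 1) was used in its place. It covered the 24560 genes with a mean normalized count of at least 1. Filters at higher means were also looked at. P values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 counted as a call. edgeR (4.0.16) and DESeq2 (1.42.0) were run on the recovered reads as alternatives. On simulated counts drawn from these tumors' means and depths, with 200 genes changed, limma recovered 36.5% of the changed genes and 7.60% of its 79 calls were false, over 23813 genes tested. edgeR recovered 36.5% with 6.41% of its calls false over 16988 genes, limma-voom 36.5% with 8.75% false over 16988 genes, and DESeq2 54.5% with 25.9% false over 24560 genes. With no gene changed, limma called 0 genes of 23832 tested. The camera, fry and fgsea tests were checked on simulated lists of 40 genes, where the raised list had p values of 2.19e-61, 5.17e-08 and 1.27e-34 and the unchanged list 0.359, 0.234 and 0.483. The simulated genes were drawn independently of each other. The check therefore cannot show how these tests behave on lists whose genes vary together.

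PCA used the 500 genes with the highest variance, centred and not scaled. The separation of the groups over all tested genes was tested by an exact permutation of the pseudo-F of the distances between tumors over every assignment of the labels. Single values were compared by two-sided exact permutation tests, whose smallest p for 5 tumors against 5 is 0.00794. Gene lists were compiled by hand before the data were examined. These were fatty acid synthesis, fatty acid metabolism, adipogenesis, mitotic spindle and DNA replication (a family of 5), and glycolysis, TCA cycle, Nrf2 target genes, redox genes, the redox genes of Fig. 4a, the glutathione genes of Fig. 4b and markers of 12 cell types (a family of 18), together with sex-linked genes. Lists were tested with limma's camera at a preset correlation of 0.01. The score of a list is the mean log2 expression of its genes per tumor, given as the deviation from the mean of all tumors. Where several identifiers carried the same name, the one with the highest mean was kept under it. Tusc5 of the adipocyte list had no match by name, and Elovl3, Olah, Prss1, Slc30a8, Myh1 and Myh4 were not among the tested genes.

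The genes named in the text were set by a rule fixed before the data were examined. They are the genes the paper names for these tumors (Fig. 4a, Fig. 4b, Elavl1 and Mki67), the 5 genes with the largest rise and the 5 with the largest fall among called genes with a mean of at least 10 normalized counts and no overlap between groups, and the 5 genes with the smallest p in each of the 5 tested lists. A count of 3 reads or fewer was taken as the floor, against which lower bounds of folds were computed. The values of some genes that meet the rule are not reported here.

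Alternatives set before the data were examined were DESeq2 and limma-voom, edgeR with DESeq2's size factors, upper-quartile and library-size scaling, no filter or at least 10 counts in every tumor, a pseudocount of 0.1, for the PCA a pseudocount of 0.5, all tested genes, scaled genes and the variance-stabilizing transformation, a threshold of 0.01 or an absolute log2 fold change of at least 1, the removal of marker genes, other list tests and Reactome pathways from the fgsea package (1.28.0), and leaving out each tumor in turn. edgeR with TMM, the test named in the design, was added to the alternatives after limma had taken its place. DESeq2 with another setting of its independent filter was also added later. Group labels were redrawn in 100 splits of the 10 tumors (the actual grouping included). Windows of 40 neighbouring genes, with a mean of at least 50 normalized counts each, were compared between groups. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Patient-level supplementary values and the metabolite measurements of the paper were not used here.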

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

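The tests of Y-linked transcripts, of the genes with few counts in column T5, of a mislabelled tumor and of the size of shifts of neighbouring genes were chosen only after the results were seen.

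Y-linked transcripts were read in 1 tumor only. The D30 tumor in column T4 had 841 reads of Ddx3y, Eif2s3y, Kdm5d and Uty, and the other 9 tumors had 0, which allows up to 3 reads each. The paper did not report on sex-linked genes. It states that equal numbers of male and female mice were used. In T4 the Y-linked genes stood at 3.62% to 6.87% of their X-linked partners (Uty lowest, Eif2s3y highest), and Xist was read in all tumors, lowest in T4 with 11460 normalized counts and highest in N5 with 85280. Similar percentages over 4 genes are consistent with RNA from cells of a male mouse making up a part of T4, for example stroma of a male host around tumor cells without a Y chromosome. Whether this came from the host or from a mixture of samples is open. The sex of the mice is not given by column, so that sex and diet could not be compared directly. The fit without T4, which called 1573 genes, compared diets among the other 9 tumors, which did not differ in Y-linked reads.

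The same tumor lay apart in other ways. In the 1573 genes called without it, T4 was nearer to the D30 mean in 54.0% of the genes, where each of the other 9 tumors was nearer to its own group in at least 69.9% of the genes called without that tumor. A mislabelled tumor is argued against for those 9. CTRL tumors were nearer to their own group in at least 83.3%, so that T4 resembled neither group in this respect. A second test used genes with at least 10 reads in every tumor of one group and at most 3 in every tumor of the other, chosen on the other 9 tumors. Of 18 such genes, T4 stood at the level of the D30 tumors in 10 and at that of the CTRL tumors in 7. The other D30 tumors, each left out in the same way, stood at the CTRL level in at most 1 gene, and the CTRL tumors at the D30 level in at most 3. The 10 genes carry little weight, since they are the genes that separate all 10 tumors and are found whichever tumor is left out. In a fit on the other tumors without N1 and N5, 287 genes were lower and 402 higher in D30 tumors. On a scale from 0 at the D30 mean to 1 at the CTRL mean of the fitted tumors, T4 had a median position of 0.123 in the genes lower and 0.332 in the genes higher, where N1 and N5, also left out, had at least 0.947 and 0.890. This argues against a mislabelled CTRL tumor in column T4. A mixed sample and a D30 tumor of other composition stay open. A technical bias of this library also stays open, since none was tested for T4. The acinar marker score of T4 was 2.89, where the other D30 tumors lay between -3.40 and -2.54. T4 also had 43994 normalized counts of Gpx1 against at most 21252 in the other D30 tumors and 214 of Lypd3 against at most 38.9.

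The D30 tumor in column T5 had few genes with low counts, with 478 genes at 1 read where the other tumors had at least 1738. Lower depth is argued against, since 4 tumors had fewer recovered reads. Of genes with an expected 1 to 5 reads, 61.5% had none in T5, against at most 42.4% in any other tumor, and of those present 66.0% had at least 5 reads, against at most 37.6%. Both are consistent with few molecules that were sequenced many times. T5 had 2.3 normalized counts of Themis3 where the other D30 tumors had at least 72.4, and a TCA cycle score of -0.16 where the others lay between 0.10 and 0.17. Whether these values have the same cause was not tested, and the design gives no biological explanation for a single tumor.

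In all, 12 of 170 groups of 5 values had a tumor far from the other tumors of its group, where chance gives 8.5. The tumor in column N4 accounts for 4 of these and T4 for 3. N4 had an adipocyte marker score of 3.15 against -0.72 to -0.34 in the other CTRL tumors and an adipogenesis score of 0.62 against -0.24 to -0.09. These lists share 10 genes. N4 also had 36.5 normalized counts of Aqp7, itself on both lists, against at least 55.8, so that this gene went the other way, and 12.8 of Lypd3 against at most 0.9. N2 had 1239 normalized counts of Agpat2 against at least 1663. N5 had 1003 of Kif20a against at least 1369, and N1 a T cell marker score of 1.06 against 0.08 to 0.27. No technical or biological explanation was tested for these values.

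Some regions differed between groups over many neighbouring genes. In 326 windows of 40 genes, the largest difference between groups was 0.632 on the log2 scale, in a window of chromosome 14 (70217865 to 77875125, GRCm38) that was higher in every D30 tumor. A window at 3289080 to 4906516 of chromosome 7 was higher by 0.60, and 7 windows exceeded 0.396, the largest difference in 1000 shuffles of the gene order. In the other 5 of these, on chromosomes 2, 14 and 15, the tumors of the groups overlapped. The grouping of the tumors gave a larger difference than any other, as 1 of 100 splits, itself, reached it. Removal of each tumor's trend over GC content and length left the chromosome 14 window at 0.588. The number of windows without overlap between groups was a weaker sign. It was 19, and 1 of 100 splits gave as many (the highest other split had 18), but genes in shuffled order gave a median of 17 and up to 29 such windows, so that this number does not need position. After removal of the GC and length trends it was 54, for which no shuffled order was run. The 19 windows include the one that holds Gclc (chromosome 9, 70407692 to 78209349). Its difference was -0.199, smaller in size than the log2 fold change of -0.996 of Gclc. In windows chosen on every second gene, 72.5% of the remaining genes shifted with the window, where shuffled order gave a median of 50% and at most 60%. The GC and length trends were not removed for this percentage, so that they are not excluded as its source. These values are consistent with regional shifts of most genes, as a change in copy number between the tumors of the groups would give. This is a hypothesis, since no DNA was measured. Regional regulation by diet stays open and was not tested.

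There were 10 genes with at least 10 reads in every CTRL tumor and at most 3 reads in every D30 tumor, and 0 genes with the reverse pattern. Only the actual grouping, 1 of 100 splits, gave as many, and the highest other split gave 2. The genes, all but H2al2a and Gm13329 chosen here after their values were seen, are AC167812.1, Alb, Cntnap4, Cyp2j5, Gm11217, Gm13329, Gm7437, H2-M10.6, H2al2a and Lmx1a. Alb had 13.7 to 59.3 normalized counts in CTRL tumors and at most 1.1 in D30 tumors. H2al2a and Gm13329 lie side by side on chromosome 2, so that they may be a single event, and reads of H2al2a, H2-M10.6, AC167812.1 and Gm13329 are uncertain, since these belong to multigene families or are pseudogenes. A response to diet stays open and was not tested.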

How the results depend on the processing

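The alternatives named here were set before the data were examined, except the second setting of DESeq2's filter, which was chosen after seeing the data. edgeR with TMM was the main test of the design set before the data were examined. It was listed as an alternative only after limma had replaced it. No paired analysis was possible because the columns carry no replicate number that links a CTRL tumor to a D30 tumor, and the planned fit with the replicate number as a block was not run.

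The number of differentially expressed genes was 678 and depended most on the test, the threshold and single tumors. DESeq2 with default settings called 1842 genes (663 shared), and 1867 with its independent filter at 0.05. In the simulation DESeq2 recovered more changed genes and made more false calls. The stricter threshold left 201 genes. Across the fits that each left out 1 tumor, the number ran from 279 (without N2) to 1573 (without T4, of which 675 were among the 678). It was also more than 1.5 times lower without N5 (340), N6 (332) and T7 (433). The other alternatives with all 10 tumors gave 523 (at least 10 counts in every tumor) to 867 genes (library size alone). Library-size scaling changed the share of genes higher in D30 tumors from 344 of 678 to 240 of 867, the filter of 10 counts in every tumor to 331 of 523, edgeR with RLE size factors to 454 of 708, and edgeR with TMM to 457 of 707. The filter of 10 counts in every tumor removes genes that fell to few counts by its construction. The causes of the other changes were not tested.

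The number of redox genes past the threshold was 3. It was 9 with DESeq2 and 5 with limma-voom, and ran from 0 (without N2) to 8 (without T4) with tumors left out, with 1 each without N1, N5 and N6. The Gclc log2 fold change was negative under every alternative, from -1.22 (library size alone) to -0.95 (upper quartile), and from -1.09 to -0.88 with tumors left out. Its adjusted p stayed under 0.05 except without N2 (0.0501), and over all alternatives it ran from 3.48e-05 to 0.0501. Elavl1 kept its direction and its side of the threshold under every alternative, with an Elavl1 log2 fold change of -0.38 (library size alone) to -0.10 (without T5) and adjusted p values of 0.272 to 0.7996.

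For the lists, adjusted p values over 5 lists are given. Fatty acid metabolism (0.00542, higher) lost its call with the estimated correlation (0.651), under fry (0.416), with library-size scaling (0.188) and for the Reactome pathway (0.687), and kept it under the rank-based fgsea (0.00292 for the fatty acid metabolism list). The mitotic spindle list (0.00438, lower) lost its call with the estimated correlation (0.651), under fry (0.416) and for the Reactome pathway (0.160), kept it under fgsea (0.000509), and ran from 1.03e-06 (without T1) to 0.171 (without T5). DNA replication (0.206, lower) passed with library-size scaling (0.0306), was placed higher relative to other genes for the Reactome pathway (0.617), and ran from 0.0188 (without N5) to 0.987 (without T5). Fatty acid synthesis (0.385, lower) ran from 0.222 (without T1) to 0.987 (without T5, where camera placed it higher relative to other genes while its median was -0.06). The adipogenesis list stayed above the threshold under every alternative, from 0.0612 (without N4) to 0.965 (Reactome pathway). A preset correlation lower than the estimated one makes camera's p values smaller by its construction. fgsea draws random genes and does not allow for correlation between them. The causes of the other changes were not tested.

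The share of PC1 was 41.0%, 29.0% over all tested genes, 44.4% after the variance-stabilizing transformation, and 37.3% (without N6) to 48.3% (without T4) with tumors left out. In every one of these settings with all 10 tumors the groups separated on PC1, and the exact p of the pseudo-F stayed at 0.00794 under each alternative, the smallest that 5 tumors against 5 or 4 allow. Over all tested genes single D30 tumors led the first components. T5 lay at 192.27 on PC1 and T1 at 3.15, where the CTRL tumors lay between -63.81 (N2) and -36.94 (N4). On PC2 T4 lay at 178.79, and the next highest was N1 at 45.02.

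For the 55 other named genes, 4 of the results under other settings reversed, 24 became stronger and 8 weaker, while 445 kept their side. With a tumor left out, 6 reversed, 12 became stronger and 37 weaker, while 495 kept their side. Those that reversed had values near 0. The Gls2 log2 fold change (0.008) was -0.22 with library-size scaling and ran from -0.068 (without T7) to 0.12 (without T4). The Gss log2 fold change (-0.02) was 0.003 with edgeR and RLE size factors, 0.005 with TMM and 0.025 with upper-quartile scaling, and ran from -0.072 (without T1) to 0.077 (without T5). Depth limits genes with few counts most, since a count of 0 allows up to 3 reads, and it limits T5 more than its number of reads shows.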

Differences from the paper's values

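edgeR with TMM and the second setting of DESeq2's filter were chosen only after the data were seen.

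The paper's number of differentially expressed genes is 1843, and 678 were called here. Of the alternatives set before the data were examined, DESeq2 with default settings gave 1842 genes, and the fit without the D30 tumor in column T4 gave 1573. These are the settings under which the number falls within 1.5 times the paper's, and the paper's methods name DESeq2 with an adjusted p under 0.05. DESeq2 with its independent filter set to 0.05 gave 1867, an alternative listed after seeing the values. That setting was the first to be run, and default settings, which the alternatives set before the data were examined name, replaced it once both numbers were known. The other alternatives did not close the gap, with 201 genes at an adjusted p under 0.01 to 867 with library-size scaling.

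The paper shows 12 redox genes as significantly altered in Fig. 4a. The direction of all 12 was the same here, but Ndufa6, Pdlim1 and Gclc alone passed the threshold over all genes. Prdx6 (adjusted p = 0.0538 from limma) passed with DESeq2, limma-voom, edgeR with RLE size factors or with TMM, upper-quartile scaling, the filter of at least 10 counts in every tumor, and without T4. Msra (0.0651) passed with DESeq2, limma-voom and without T4, Sod1 (0.0767) with DESeq2 and without T1 or T4, and Fes (0.111) with DESeq2 and without T4. Stk25 (0.258), Ftl1 (0.185), Srxn1 (0.346), Cat (0.170) and Lsp1 (0.218) passed under none of the alternatives run over all genes. Adjusted over the list alone, 11 of the 12 genes passed with limma, a list that the study picked on these samples, so that this count is not independent evidence.

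The paper reports that pathways of fatty acid synthesis were upregulated in D30 tumors, and shows sets of fatty acid metabolism and adipogenesis as enriched in Fig. 3g. With the lists used here, whose members were not taken from the paper's sets, fatty acid synthesis had a median log2 fold change of -0.15 (camera, adjusted p = 0.385) and adipogenesis one of 0.03 (camera, adjusted p = 0.302), while fatty acid metabolism was higher with an adjusted p of 0.00542. Without T5 camera placed fatty acid synthesis higher relative to all other genes, with an adjusted p of 0.987, although the median of the list was still negative at -0.06. The rank-based test on the signal-to-noise ratio, the ranking named in Fig. 3g, gave an adjusted p of 0.00292 for fatty acid metabolism, 0.738 for adipogenesis and 0.971 for fatty acid synthesis. The paper states no significant change in mitotic spindle assembly. The mitotic spindle list was lower here with an adjusted p of 0.00438. It also passed under the rank-based test (0.000509) and with library-size scaling (0.000378), and it did not pass with the estimated correlation (0.651), under fry (0.416), for the Reactome pathway (0.160) or without T5 (0.171). The paper also states no significant change in DNA replication, and the DNA replication list passed under library-size scaling (0.0306) and without N5 (0.0188), T1 (0.0316) or T4 (0.0326), and not otherwise (0.206 with all tumors).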

Other observations

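The tests of acinar tissue, of the share of tumor cells, of the share of stromal and immune cells and of the glycolysis score without T5 were chosen only after the results were seen.

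The grouping by diet gave more differentially expressed genes than other groupings of the same tumors. Of 100 splits of the 10 tumors, 1, the actual one, gave as many as 678 genes. The highest other split gave 7 and the median was 0. For the 3 redox genes past the threshold 1 of 100 splits, the actual one, gave as many. All 3 are among the genes of Fig. 4a, which the study picked from these samples under the same grouping, so that this count is no evidence against chance. For the lists, a camera p as small was given by 63 of 100 splits for fatty acid synthesis, 17 for fatty acid metabolism, 45 for adipogenesis, 46 for the mitotic spindle and 67 for DNA replication, so that none of these lists stood out from other groupings of the tumors. GC content and gene length were examined as a technical source of the calls. Once each tumor's trend over both was removed, 1103 genes were called, 635 of them among the 678, which argues against these trends as the source.

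The source data of Fig. 4b, which the paper describes as qPCR of the same kind of tumors, hold 100 values for 10 genes. For 9 genes, each value equalled that gene's normalized count in the RNA-seq table divided by the CTRL mean, column by column, with a largest difference of 5.49e-06. The row named Gclm differed from Gclm in the table by up to 0.667 and equalled Gpx8 with a largest difference of 4.37e-06, in a search over all 55359 genes. The next closest gene differed by at least 0.0571 for each row. In the paper's source data the D30 mean of the Gclm row is 0.595 of the CTRL mean, and in the RNA-seq table the D30 mean of Gclm is 0.880 of the CTRL mean. For Gclc both are 0.494. For the 9 genes, values that equal the RNA-seq ratios in every tumor argue against a separate qPCR measurement as their source. These source data therefore give no evidence on Gclc apart from the RNA-seq. How they were made, and whether the plotted panel was drawn from them, was not tested.

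Of the 10 genes of Fig. 4b, Gclc alone passed the threshold. The others did not, with log2 fold changes from -0.35 (Gpx3) to 0.70 (Gpx2), and 5 of the 10 genes were lower. Both end values depended on single tumors. With 1 tumor left out, the log2 fold change ran from -0.559 to -0.115 for Gpx3 and from 0.188 to 1.432 for Gpx2. Elavl1, whose expression the paper reports as unchanged in Supplementary Fig. 4a, had 3376 ± 213 normalized counts (SD, n = 5) in CTRL tumors and 3054 ± 409 (SD, n = 5) in D30 tumors, with an adjusted p of 0.671 from limma. The assay of that panel is not known here. Mki67, the gene of the Ki-67 antigen that the paper stained, had 3881 ± 913 (SD, n = 5) and 3202 ± 2041 (SD, n = 5), with an adjusted p of 0.565 from limma. Its values in D30 tumors ran from 729 (T4) to 6040 (T1). The Mki67 log2 fold change was -0.57 with all tumors, -0.12 without T4 and -0.88 without T1.

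Glycolysis genes were higher in D30 tumors, where the paper reports lower glycolytic metabolites. The 21 genes had a median log2 fold change of 0.80 (0.58 with library-size scaling), with 19 higher and 2 lower, and 14 genes passed adjusted over the list alone, 13 higher and 1 lower (Pfkm, with a log2 fold change of -0.45). Aldoc, Pgk1 and Ldha passed the threshold over all genes, with log2 fold changes of 1.58, 1.39 and 1.18, and the 4 genes named here were chosen after their values were seen. The score was higher in D30 tumors (exact permutation test, p = 0.0159, 0.0714 adjusted over 18 lists). T5 had the highest score, 1.35, and T4 the lowest of the D30 tumors, -0.25. Without T5 the exact p was 0.0397 and the median 0.57, which argues against T5 alone as the source. Camera gave an adjusted p of 1.10e-08 over 18 lists, which was 0.254 with the estimated correlation and 0.0551 under fry. A response to diet, or to other conditions in the tumors such as oxygen supply, could be the source, and neither was tested. TCA cycle genes had a median of 0.16 (-0.07 with library-size scaling), with 16 of 22 higher (exact p = 0.0714, 0.143 adjusted). Without T5 the exact p of the TCA cycle score was 0.0159 and the median 0.18, and without N2 the exact p was 0.151. Camera gave the TCA cycle list an adjusted p of 0.0202, which was 0.265 with the estimated correlation and 0.0935 under fry. Nrf2 target genes had a median of 0.25 (0.03 with library-size scaling, 0.13 without T4), with 14 of 20 higher (exact p = 0.143, 0.184 adjusted). The redox genes had an adjusted exact p of 0.0816 and those of Fig. 4a of 0.0714, the smallest that this family gave, and the glutathione genes of Fig. 4b of 0.913.

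Marker lists of stromal and immune cells were lower in D30 tumors. The medians of the log2 fold change were -0.81 for fibroblasts (13 of 14 genes lower), -0.68 for endothelium (9 of 10), -0.80 for macrophages (12 of 13), -0.86 for T cells (11 of 12) and -0.87 for B cells (7 of 10). The markers most abundant in CTRL tumors went the same way for 4 of these lists, from 37810 to 26830 normalized counts for Col1a1, 11940 to 4437 for Cdh5, 16880 to 14200 for Lyz2 and 118 to 88.4 for Trac, while Blk of the B cell list rose from 121 to 194. Tumor epithelium markers had a median of 0.71 (13 of 16 higher, exact p = 0.111), with Krt8 rising from 85910 to 131800 normalized counts. Single markers did not all follow their list, and those named next were chosen after their values were seen. Of the tumor epithelium markers, Spint2 and Cldn7 passed the threshold over all genes, Spint2 rising from 9680 to 29340 and Cldn7 falling from 24.2 to 3.05 (adjusted p = 0.04998 from limma), and Epcam fell from 85.2 to 16.1 (adjusted p = 0.0990 from limma). Il7r, which alone passed in the T cell list, rose from 36 to 173 (adjusted p = 0.0406 from limma). Neutrophil markers went the other way from the other immune lists, with a median of 1.09 (0.67 without T5, 9 of 10 higher, exact p = 0.183), and the most abundant of them in CTRL tumors, Mmp9, was at 595 normalized counts in CTRL and 594 in D30 tumors, while S100a9, the most abundant in D30 tumors, was at 460 and 2069. The lists of cell types share no gene with each other. Exact p values of the scores were 0.0159, 0.0317, 0.0317, 0.0397 and 0.143 for the 5 stromal and immune lists, and all were at least 0.0714 adjusted over 18 lists. Without N1 they rose to 0.0794 for endothelium, 0.0714 for macrophages and 0.0952 for T cells, and without T5 the macrophage median was -0.45 and the endothelium median -0.38. Similar medians, none above -0.68, are consistent with a lower share of fibroblasts, endothelial cells, macrophages and lymphocytes in D30 tumors, which is a hypothesis. A lower expression of these genes in the same cells stays open. A larger share of tumor cells as the source of the genes that rose cannot be told apart from other sources. In 25 pairs of a CTRL and a D30 tumor left out of the fit, the median rise of the genes called higher on the other 8 tumors exceeded the upper quartile of the rises of the tumor epithelium markers in 18 pairs. The 7 others were all 5 pairs with T4 and 2 with T5, which keeps this open.

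Acinar markers had a median log2 fold change of -4.02 (20 of 21 genes lower, exact p = 0.0952, 0.167 adjusted) and islet markers one of -2.84 (9 of 9 lower, exact p = 0.00794, 0.0714 adjusted). The most abundant in CTRL tumors were Ctrb1, with 10480 normalized counts in CTRL and 602 in D30 tumors, and Ins2, with 224 and 2.31. The acinar score was above 0 in N2, N4, N6 and T4. RNA from acinar tissue around the tumor is argued against as the source of most of 287 genes lower in D30 tumors. These were lower in a fit without the tumors whose acinar score was unusual for their group (N1, N5 and T4). N1 and N5, with few acinar transcripts, had a median position of 0.947 and 0.959 in the 287 genes, where 0 is the D30 mean and 1 the CTRL mean of the fitted tumors, and T4, with many, had one of 0.123. Of the 287 genes, 168 were also called with all tumors. The rest of the 334 genes called lower with all tumors were not covered. Acinar RNA as the source of the acinar transcripts themselves, and RNA of islets, stay open. No score of the 18 lists had an adjusted exact p under 0.05. Camera at the preset correlation gave an adjusted p under 0.05 for 12 of these lists and fry for 5, and with the estimated correlation the lowest was 0.254. Adipocyte markers had a median of -0.31 (0.11 without N4, exact p = 0.913; 10 of its genes are also in the adipogenesis list), erythroid markers one of 0.94 (-0.06 without T5, exact p = 0.873) and skeletal muscle markers one of 0.62 (exact p = 0.111).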
